# Methylomic signatures of tau and amyloid-beta in transgenic mouse models of Alzheimer’s disease neuropathology

**DOI:** 10.1038/s44400-026-00074-y

**Published:** 2026-04-07

**Authors:** Szi Kay Leung, Emma M. Walker, Stefania Policicchio, Aisha Dahir, Dorothea Seiler Vellame, Adam R. Smith, Rhian Swarbrick, Katie Lunnon, Emma L. Dempster, Zeshan Ahmed, Eilis Hannon, Isabel Castanho, Jonathan Mill

**Keywords:** Diseases, Genetics, Molecular biology, Neurology, Neuroscience

## Abstract

Alzheimer’s disease (AD) is characterized by progressive neurodegeneration driven by tau and amyloid-β (Aβ) pathology, although the underlying molecular mechanisms remain incompletely understood. Emerging evidence implicates altered DNA methylation (DNAm) in AD but comprehensive analyses in experimental models are limited. Here, we profile DNAm dynamics in two widely used transgenic mouse models of tau (rTg4510) and Aβ (J20) neuropathology, focusing on the entorhinal cortex and hippocampus. Using reduced representation bisulfite sequencing (RRBS) and methylation arrays across multiple disease stages, we identified widespread pathology-associated DNAm alterations in both models. Tau pathology in rTg4510 mice was associated with extensive DNAm remodeling at genes involved in neuronal plasticity, apoptosis, and lipid metabolism, including *Dcaf5*, *Creb3l4*, and *As3mt*. In contrast, J20 mice exhibited more modest changes, primarily at immune-related loci such as *Grk2*, *Ncam2*, and *Prmt8*. Tau-associated DNAm changes were more consistent across brain areas than those associated with Aβ pathology. Comparison with human AD DNAm datasets revealed overlapping DNAm differences, including hypermethylation at *Ank1* and *Prdm16* in rTg4510 mice. These findings provide robust evidence for early, pathology-associated epigenetic alterations in AD and highlight the utility of epigenomic profiling in transgenic models for identifying novel targets for early intervention in AD.

## Introduction

Alzheimer’s disease (AD) – the most common type of dementia – is a chronic neurodegenerative disorder characterized by progressive memory deterioration, and cognitive and functional decline^1^. These symptoms result from progressive neuronal death synaptic loss and brain atrophy ^2^ associated with two core neuropathological processes^1^: the formation of neurofibrillary tangles (NFTs) as a result of intracellular aggregation of hyperphosphorylated tau protein, and the development of amyloid plaques, which are extracellular deposits composed mainly of amyloid-β (Aβ) protein^2^. While certain brain regions are relatively resistant to AD pathology, the hippocampus and entorhinal cortex – both involved in memory formation and recall – are particularly affected during the earliest stages of disease^3^. Despite significant progress in elucidating genetic risk factors for AD^4^, the precise molecular mechanisms that initiate and propagate NFT and Aβ pathology remain incompletely understood.

Emerging evidence suggests that epigenetic dysregulation plays a key role in the onset and progression of AD pathology. In particular, alterations in DNA methylation (DNAm) have been reported in postmortem human cortex in AD, implicating changes in the epigenome as a potential contributor to disease etiology and progression^5,6^. However, interpreting findings from epigenome-wide association studies (EWAS) can be challenging due to confounding influences such as medication exposure and other secondary consequences of advanced disease, which complicate efforts to distinguish causal epigenetic changes from downstream effects of neurodegeneration. Transgenic (TG) rodent models of tau and Aβ pathology have helped identify mechanistic pathways involved in AD^7,8^. Recent transcriptomic studies in such models have revealed widespread gene expression changes driven by different AD-associated mutations^9^. To date, however, limited work has been undertaken to characterize epigenomic variation in AD-relevant mouse models^10,11^, with existing studies focusing on either global shifts in modifications to DNA or histones, or targeting a small number of candidate loci^12^. A comprehensive characterization of epigenetic alterations in AD-relevant mouse models could provide critical insights into early mechanistic changes that precede overt late stages of disease and may reveal novel targets for therapeutic intervention.

In this study, we profiled DNAm in the entorhinal cortex, a region of the brain critically affected in early AD, using transgenic mouse models of tau and Aβ neuropathology. We profiled tissue at multiple time points from the rTg4510 transgenic model (ages 2, 4, 6, and 8 months) that expresses a human mutant form of the microtubule-associated protein tau (MAPT) gene^13^, and the J20 transgenic model (ages 6, 8, 10, and 12 months) that carries familial AD mutations in the amyloid precursor protein (APP) gene^14^. DNAm changes were quantified using two methodological approaches – reduced representation bisulfite sequencing (RRBS) and the Illumina mammalian methylation array^15^ – with specific differences validated using bisulfite pyrosequencing. We subsequently compared the DNAm changes identified in the entorhinal cortex with DNAm profiles in the hippocampus, another region of the brain affected in AD pathogenesis. Finally, we compared DNAm signatures identified in both models with data from a recent EWAS meta-analysis of postmortem human AD cortical tissue from >2000 donors^16^. Our findings provide further evidence for known responses to AD neuropathology and reveal novel genomic pathways associated with the accumulation of tau and Aβ.

## Results

### Profiling DNA methylation in mouse models of tau and Aβ neuropathology: experimental overview

We have previously described transcriptional changes in the entorhinal cortex and hippocampus associated with AD pathology in transgenic mice carrying human mutations in *MAPT (*rTg4510) and *APP* (J20)^17^. Building on our past work, we aimed to quantify site-specific DNAm changes associated with tau and Aβ neuropathology in the same animals (Fig. 1). To achieve this, we used both highly-parallel reduced representation bisulfite sequencing (RRBS) and the Illumina mammalian methylation array to quantify genome-wide levels of DNAm in entorhinal cortex tissue dissected from rTg4510 TG and wild-type (WT) littermate controls (*n* = 31 WT, *n* = 30 TG, across ages 2, 4, 6, and 8 months) and J20 mice (*n* = 32 WT, *n* = 31 TG, ages 6, 8, 10, and 12 months) (Fig. 1). 

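RRBS values were analysed for all 61 rTg4510 mice (31 WT, 30 TG) and all 63 J20 mice (32 WT, 31 TG), with 7 or 8 mice per genotype and age. rTg4510 mice carry a mutated human MAPT transgene and accumulate tau, and J20 mice carry a mutated human APP transgene and accumulate Aβ. RRBS sequences bisulfite-converted DNA from CpG-rich parts of the genome, and the share of reads in which a cytosine stays unconverted is its DNAm level. The authors trimmed the reads, aligned them to the mouse genome with Bismark, filtered sites on coverage and smoothed the levels over neighbouring sites with BiSeq. Each value is the resulting fraction for 1 cytosine in 1 mouse, between 0 and 1. In rTg4510 mice 18.1% of the values were exactly 0 or 1, as were 20.2% in J20 mice, so how far each value was smoothed is not known. Coverage per site was not analysed here, so the depth behind each value is unknown and no interval is given for a single fraction. The strands of a CpG were listed separately, and where both had a value (383078 CpGs in rTg4510 and 414793 in J20 mice) the values were averaged. They differed by a median fraction of 0.00019 and 0.000145, respectively.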

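Each CpG site was tested by beta regression with a probit link and constant precision, fitted by maximum likelihood, and p-values were adjusted by the Benjamini-Hochberg method over all sites tested in a mouse model. Genotype effects came from the Wald test of genotype in a model with genotype, age in months and their interaction. Because age was not centred, this effect size is the difference between TG and WT mice on the probit scale extrapolated to an age of 0 months, whereas the youngest mice were 2 months old (rTg4510) or 6 months old (J20). The link and the coding of age were taken from the effect sizes listed in Data S2 and S5. Interaction effects came from the likelihood ratio test against the model without the interaction. Pathology effects came from the likelihood ratio test of a model with pathology alone, over all mice with an entorhinal cortex value in Data S1. The mice were linked to Data S1 by an animal number inferred from the sample labels, which gave an animal of the same model, genotype and age for every mouse. Tau pathology values averaged 0.00185 ± 0.00133 (SD, n = 28) in WT and 9.82 ± 6.66 (SD, n = 29) in TG rTg4510 mice. Amyloid pathology values averaged 0.00114 ± 0.00165 (SD, n = 32) in WT and 0.191 ± 0.283 (SD, n = 29) in TG J20 mice. At single sites the mean levels of TG and WT mice were also compared by a two-sided permutation test with genotype permuted within each age (100000 resamples), adjusted over 81 such tests.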

Our RRBS experiments yielded a mean of 40.29 M (SD = 6.14 M) and 42.36 M (SD = 7.24 M) sequencing reads per sample in the rTg4510 and J20 models, respectively, with no significant differences in sequencing depth between TG and WT for either model (rTg4510: *P* = 0.908; J20: *P* = 0.449, Data S1). 

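Raw read numbers listed for each mouse in Data S1 averaged 40.4 M ± 6.16 (SD, n = 61) in rTg4510 mice, with a range from 27.3 to 54.7 M, and 42.4 M ± 7.24 (SD, n = 63) in J20 mice, with a range from 27.4 to 64.95 M. In rTg4510 mice the TG mean was 40.55 M ± 5.09 (SD, n = 30) and the WT mean 40.2 M ± 7.13 (SD, n = 31), a difference smaller than the spread between mice (two-sided permutation test, p = 0.827). In J20 mice the TG mean was 41.7 M ± 6.505 (SD, n = 31) and the WT mean 43.05 M ± 7.925 (SD, n = 32), again a difference within the spread (two-sided permutation test, p = 0.450).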

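After the strands of each CpG were combined, the RRBS values covered 1558888 CpG sites in rTg4510 mice and 1582443 in J20 mice, and 1463243 sites were covered in both. CpGs were identified in the reference genome GRCm38. Left out were 501 entries in rTg4510 and 1298 in J20 mice that were at neither cytosine of a CpG. A value in every mouse was present at 1158241 sites (74.3%) in rTg4510 and at 1227607 sites (77.6%) in J20 mice, and no site had values in fewer than 31 and 32 mice, respectively. The median over sites of the mean DNAm fraction was 0.0867 in rTg4510 and 0.0504 in J20 mice. The median SD of a site over the mice was a fraction of 0.0461 and 0.0361. Array sites were not analysed here.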

Following stringent preprocessing and quality control (see Methods), the final rTg410 entorhinal cortex DNAm dataset included a total of 1,364,030 sites (RRBS = 1,347,524 sites, array = 23,588 sites, overlap = 3451 sites), while the J20 dataset included 1,388,735 sites (RRBS = 1,372,261 sites, array = 23,588 sites, overlap = 3557 sites). 

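Of the RRBS CpG sites, 885991 (56.8%) in rTg4510 mice and 916750 (57.9%) in J20 mice lay within 1500 bp of a transcription start site in the GENCODE annotation of GRCm38. With the RefSeq annotation, an alternative chosen after seeing the data, these were 818621 sites (52.5%) and 850968 sites (53.8%).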

As expected, these sites were primarily annotated to promoters given their high CpG content (rTg4510: *n* = 819,651 (60.8%), J20: *n* = 854,272 (62.3%), Supplementary Fig. S1). To assess consistency between platforms, we examined overlapping sites between RRBS and the array. Despite representing a small subset of total sites (15% of array sites, 0.26% of RRBS sites), DNAm estimates were highly correlated across technologies (rTg4510: *r* = 0.93; J20: *r* = 0.90; both *P* = 2.2E−16; Supplementary Fig. S2). Our analytical approach focused on two main analyses: (1) identifying group-level DNAm differences between TG and WT mice, and (2) testing associations between DNAm and quantitative measures of tau and Aβ pathology (assessed through immunohistochemistry in the same animals, Fig. 1). We subsequently profiled DNAm in the hippocampal tissue dissected from the same animals using the Illumina mammalian methylation array to compare tau- and Aβ-associated differences across brain regions (Fig. 1).

**Fig. 1:**
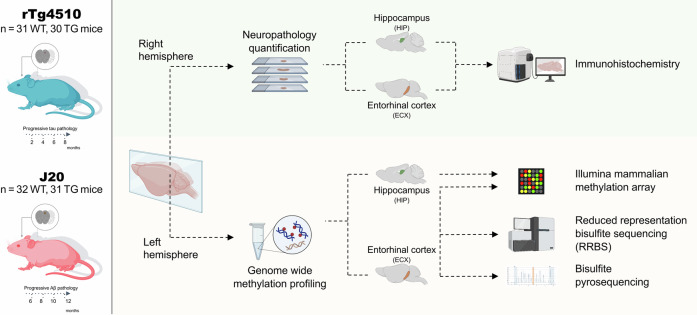
Study overview. To investigate DNA methylation signatures of tau pathology we used the rTg4510 transgenic mouse line which over-expresses the human mutant (P301L) form of the microtubule-associated protein tau (*MAPT*). To investigate amyloid-β (Aβ) pathology, we used the J20 transgenic mouse line, which expresses a mutant (K670N/M671L and V717F) form of the human amyloid precursor protein (*APP*). Tissue was collected from transgenic (TG) and wild-type (WT) control mice at four time points. RRBS was used to quantify DNA methylation in the entorhinal cortex from both models. These data were complemented with DNA methylation data generated using the Illumina mammalian methylation array in both the entorhinal cortex and hippocampus from both models. Selected DMPs were validated using bisulfite pyrosequencing. ECX – entorhinal cortex, HIP – hippocampus, RRBS – Reduced representation bisulfite sequencing. This figure was created with BioRender.com released under a Creative Commons Attribution (NonCommercial-NoDerivs 4.0 International license).

### DNA methylation changes in rTg4510 cortex are annotated to genes regulating neuronal function and apoptosis

To identify differentially methylated positions (DMPs) in the entorhinal cortex associated with the *MAPT* transgene, we used a beta regression model to detect genotype-associated differences between rTg4510 TG and WT mice amongst sites profiled in the combined RRBS and array dataset (see Methods). 

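Among the RRBS sites of rTg4510 mice, 1615 of 1558474 tested CpG sites were genotype-associated DMPs at an age of 0 months (FDR below 0.05). Of these, 973 (60.25%) were hypermethylated and 642 hypomethylated in TG mice (exact binomial test over sites, p = 1.7e-16). Neighbouring sites share reads and were smoothed together, so DMPs at most 100 bp apart were also merged into 859 regions, of which 586 (68.2%) were hypermethylated. The binomial test counts sites measured in the same mice as independent, so its p does not apply to mice. The mean levels of TG and WT mice at these DMPs differed by a median of 2.47 percentage points, with quartiles of 0.506 and 6.97. At 202 DMPs (12.5%) the effect size had the opposite sign to the difference in mean levels. With the genotype effect taken at the mean age of the mice, 4893 sites were DMPs, and 125 of them were also DMPs at an age of 0. The count moved most with limma on log2-transformed ratios of methylated to unmethylated fractions, which called 1 DMP and gave 65989 sites with an unadjusted p under 0.05. For limma too, fractions of exactly 0 or 1 were replaced by the smallest value above 0 and the largest below 1. Such values lie far out on the log2 scale, and how far this lowers limma's calls was not tested. With the mean methylation of each mouse as a covariate, an alternative chosen after seeing the data, the share of hypermethylated DMPs changed direction to 37.7% of 2695 DMPs and 45.7% of 1211 regions. This covariate is the mean over the same sites and takes out the average difference between TG and WT mice, so a lower share is largely built in.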

In total, we identified 1143 DMPs (false discovery rate (FDR) < 0.05) annotated to 514 genes between groups (Fig. 2A, Data S2), with a significant enrichment of sites being hypermethylated in TG mice relative to WT mice (638 (55.8%) hypermethylated DMPs and 505 (44.2%) hypomethylated DMPs, binomial test: *P* = 9.29E−5). Several of the top-ranked DMPs between TG and WT mice were annotated to the *Mapt* gene itself (chr11:104318231, effect size = −1.04, FDR = 3.73E−30, Supplementary Fig. S3, Supplementary Data S2) and a region covering *Prnp* that encodes prion protein readthrough transcript and prion protein (PrP) (*n* = 4 CpG sites, chr2:131910162 - chr2:131910201, mean effect size = 1.15, Empirical Brown’s method: *P* = 7.00E−5), which we validated using bisulfite pyrosequencing (Supplementary Fig. S4). These differences likely reflect the direct consequences of the transgene insertion^18^ and mirror differential expression of the same genes identified in our previous study^9^. 

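At the RRBS CpG in the coding sequence of Mapt (chromosome 11, position 104318231, GRCm38), DNAm was 81.1% ± 11.8 (SD, n = 31) in WT and 84.4% ± 6.93 (SD, n = 30) in TG mice (permutation test, p = 0.195; effect size 0.0972, FDR = 0.967). The paper's effect size at this position is from the array, which was not analysed here. The 4 CpG sites annotated to Prnp, on chromosome 2 at positions 131910162, 131910164, 131910180 and 131910201, lie in an intron of Prn from 205 to 244 bp downstream of its transcription start site. The reference sequence around the first of them, from 131910137 to 131910188, is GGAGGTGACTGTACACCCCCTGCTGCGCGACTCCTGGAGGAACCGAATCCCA. DNAm at this site was 1.43% ± 4.46 (SD, n = 31) in WT and 12.5% ± 7.31 (SD, n = 30) in TG mice, and at the last site it was 1.94% ± 3.70 and 13.5% ± 8.16. The differences at the 4 sites, between 11.1 and 11.7 percentage points, were larger than the spread between mice, each with a permutation p of 1e-05, the smallest the test can give (adjusted p = 5.1e-05). Effect sizes were between 1.13 and 1.15 (FDR from 0.00646 to 0.0109), with a mean of 1.14 (Empirical Brown's method, p = 3.0e-15). Centring age on its mean gave a mean effect size of 1.21. The paper proposes that differences at these genes are a direct consequence of the insertion of the transgene.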

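In the part of Data S2 analysed here, its first 1731 entries, the genotype-associated RRBS sites annotated to Ncapg2, Ptprn2 or Fgf14 came down to 1 site in an intron of Ptprn2 on chromosome 12 at position 116641363. DNAm there was 6.26% ± 4.15 (SD, n = 29) in WT and 30.2% ± 14.1 (SD, n = 30) in rTg4510 TG mice, a difference of 23.9 percentage points that was larger than the spread between mice (permutation test, p = 1e-05, the smallest it can give). At an age of 0 the effect size was 0.783 (standard error 0.243, FDR = 0.168), so the site was not called, and at the mean age it was 0.955 (FDR = 3.3e-15).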

The list of DMPs also included sites annotated to other genes known to be affected by the CaMKIIα-tTA transgene insertion (including DMPs annotated to *Ncapg2* and *Ptprn2*) and *MAPT* (including DMPs annotated to *Fgf14*) transgenes^18^ (Supplementary Fig. S3).

**Fig. 2:**
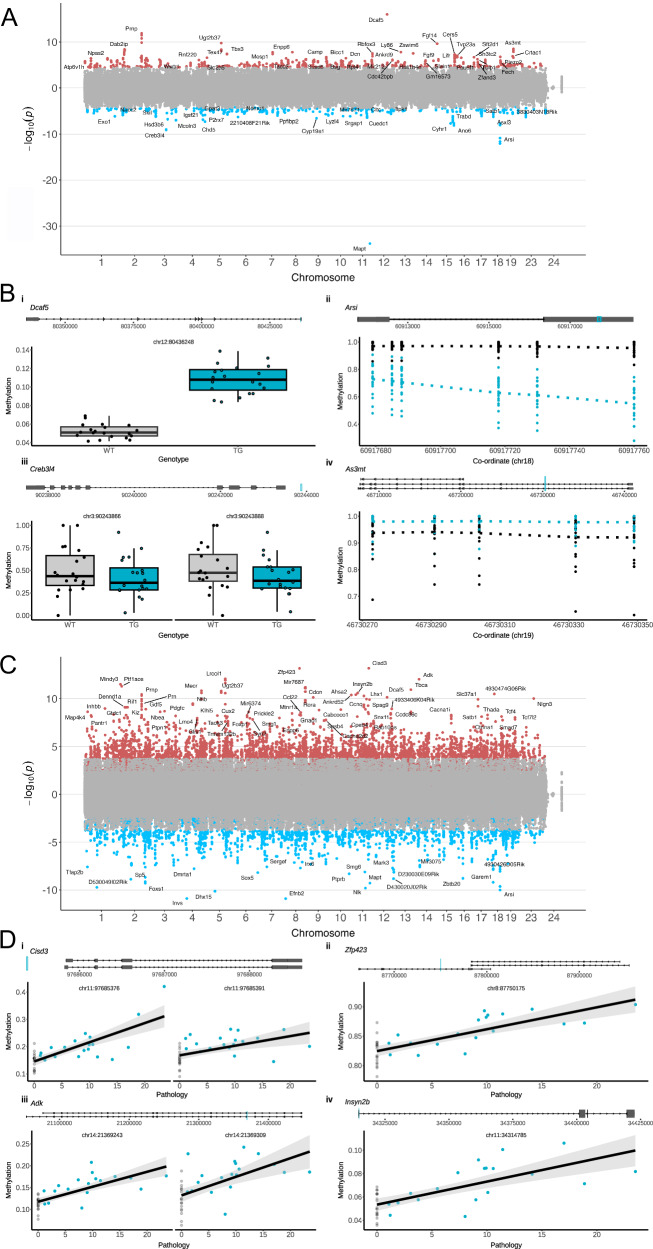
Differential DNA methylation in rTg4510 mice. **A** Manhattan plot showing transgene-associated differential methylation positions (DMPs) in rTg4510 mice (*n* = 61, 31 WT, 30 TG). Red dots correspond to sites characterized by a significant (FDR < 0.05 (RRBS *P* < 4.07E−05, array *P* < 8.1E−05)) increase in DNA methylation in TG mice compared to controls. Blue dots correspond to sites characterized by a significant decrease in DNA methylation in TG mice. **B** Shown are the gene tracks and top-ranked differentially methylated sites annotated to (i) *Dcaf5* (chr12:80436248, effect size = 0.39, FDR = 1.3E-12), (ii) *Arsi* (*n* = 6 CpG sites, chr18:60917760 - chr18:60917679, mean effect size = -1.51), (iii) *Creb3l4* (*n* = 2 CpG sites, chr3:90243866 - chr3:90243888, mean effect size = −2.34), and (iv) *As3mt* (*n* = 5 CpG sites, chr19:46730273 - chr19:46730349, mean effect size = 1.48), between WT and rTg4510 TG mice. Black and blue dots refer to WT and TG, respectively, and the blue lines on the tracks refer to the location of DMPs relative to the gene. **C** Manhattan plot showing DMPs associated with levels of tau measured using immunohistochemistry in rTg4510 TG mice. Red dots correspond to sites characterized by a significant (FDR < 0.05 (RRBS *P* < 1.94E−04, array *P* < 4.8E−03)) increase in DNA methylation with increased pathology. Blue dots correspond to sites characterized by a significant decrease in DNA methylation with increased pathology. **D** Shown are the gene tracks and top-ranked differentially methylated sites annotated to (i) *Cisd3* (chr11:97685376, effect size = 0.025, FDR = 7.84E−10; chr11:97685391, effect size = 0.013, FDR = 4.32E−3), (ii) *Zfp23* (chr8:87750175, effect size = 0.017, FDR = 7.84E−10) (iii) *Adk* (chr14:21369243, effect size = 0.016, FDR = 7.19E−9; chr14:21369309, effect size = 0.018, FDR = 2.87E−4), (iv) *Insyn2b* (chr11:34314785, effect size = 0.015, FDR = 6.65E−8), associated with progressive tau pathology in rTg4510 TG mice. Black and blue dots refer to WT and TG, respectively, and the blue lines on the tracks refer to the location of CpG sites.

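The 6 CpG sites of Arsi lie in its coding sequence on chromosome 18 between positions 60917679 and 60917760. In rTg4510 WT mice their mean levels were between 94.0% and 95.0%, with SDs from 5.44 to 7.45 (n = 31). In TG mice DNAm was 73.2% ± 10.9 (SD, n = 30) at 60917679 and 54.9% ± 11.8 (SD, n = 30) at 60917760. At each of the 6 sites the permutation test gave its smallest possible p. The mean effect size was -1.57 (Empirical Brown's method, p = 1.1e-12), and -1.32 at the mean age. At 60917679 the gap was already present at 2 months, with means of 97.3% in WT and 72.6% in TG mice. At 8 months they were 95.1% and 75.0%. Within TG mice (n = 29) the Pearson correlations with tau pathology at the 6 sites lay between -0.0366 and 0.0173 (permutation tests, p from 0.854 to 0.994). An association with pathology within TG mice was thus not found at Arsi. The 2 CpG sites of Creb3l4, on chromosome 3 at positions 90243866 and 90243888, are intergenic and lie shortly upstream of the transcription start site. At the first, DNAm over all ages was 49.6% ± 24.3 (SD, n = 31) in WT and 43.0% ± 20.6 (SD, n = 30) in TG mice, a difference within the spread between mice (permutation test, p = 0.266). Levels there ran in opposite directions with age. In WT mice the mean was 67.9% ± 30.5 (SD, n = 7) at 2 months and 34.2% ± 17.6 (SD, n = 8) at 8 months, and in TG mice it was 27.9% ± 14.15 (SD, n = 8) and 53.6% ± 20.5 (SD, n = 7). The effect sizes at an age of 0 were -2.37 (FDR = 9.8e-05) and -2.32 (FDR = 0.000111), and their combined p was 9.4e-11 by Empirical Brown's method. At the mean age both were -0.273, with FDRs of 0.559 and 0.549, so neither site was called there. The 5 CpG sites of As3mt lie in an intron on chromosome 19 between positions 46730273 and 46730349. Their levels over all ages were lower in WT mice, from 91.5% ± 8.93 to 93.6% ± 6.14 (SD, n = 30), than in TG mice, from 97.4% to 97.6% (permutation tests, p from 0.00042 to 0.00729, adjusted p from 0.00189 to 0.0236). At 46730273 this held at 2 months, 89.7% ± 10.2 (SD, n = 7) in WT and 98.45% ± 3.04 (SD, n = 8) in TG mice, and at 4 months, 89.97% ± 5.38 and 99.5% ± 1.06 (SD, n = 8 each), whereas WT mice were higher at 6 months, 96.9% ± 3.65 against 94.8% ± 5.28 (SD, n = 7 each), and at 8 months, 97.6% ± 2.61 (SD, n = 8) against 96.3% ± 3.93 (SD, n = 7). The next 2 sites had the same order. At 46730349, by contrast, TG mice had the higher mean at each age, with 94.5% against 93.6% at 6 months and 96.8% against 95.8% at 8 months, and at 46730332 as well, with 94.54% against 94.53% at 6 months and 96.7% against 96.0% at 8 months. The mean effect size was 1.49 (Empirical Brown's method, p = 6.7e-10), and at the mean age it was 0.413, with FDRs from 0.0336 to 0.0710.

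**Figure D1:**
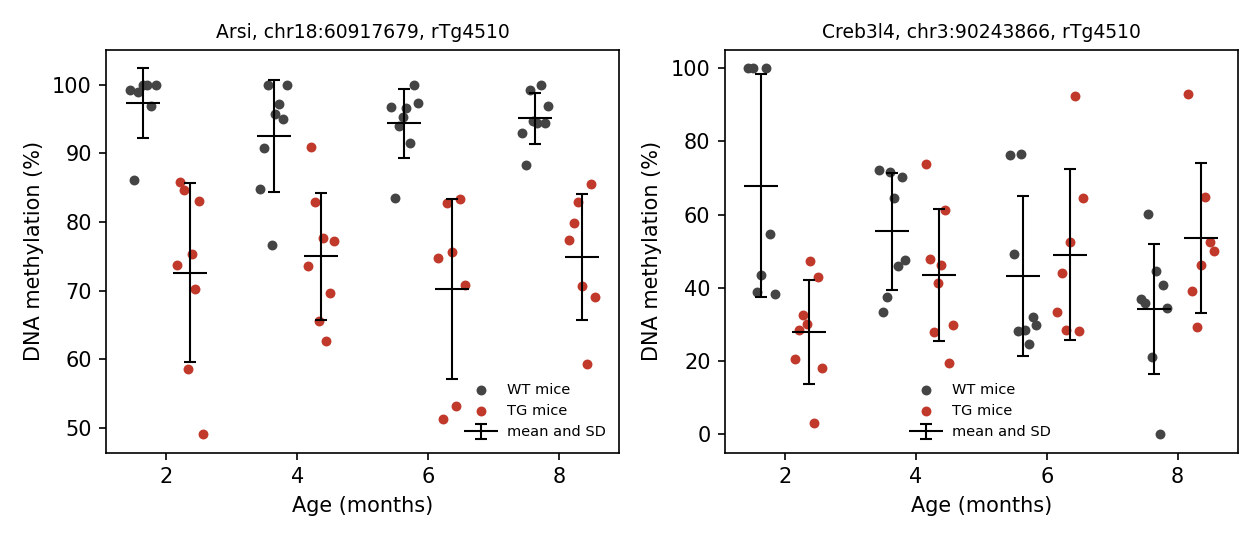
DNAm (%) by age in months in single rTg4510 mice at the first Arsi site (left) and the first Creb3l4 site (right), with WT mice in grey, TG mice in red, and black bars for the mean and SD of 7 or 8 mice. At Creb3l4 the mean of WT mice falls from 67.9% to 34.2% between 2 and 8 months while that of TG mice rises from 27.9% to 53.6%.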

Beyond differences at these sites, we found highly significant genotype-associated differences in DNAm at sites and groups of sites annotated to many genes, including *Dcaf5* (chr12:80436248, effect size = 0.39, FDR = 1.3E−12), *Arsi* (*n* = 6 CpG sites, chr18:60917760 - chr18:60917679, mean effect size = −1.51, Empirical Brown’s method: *P* = 4.64E−6), *Creb3l4* (*n* = 2 CpG sites, chr3:90243866 - chr3:90243888, mean effect size = −2.34, Empirical Brown’s method: *P* = 5.03E−05), and *As3mt* (*n* = 5 CpG sites, chr19:46730273 - chr19:46730349, mean effect size = 1.48, Empirical Brown’s method: *P* = 3.46E−4) (Fig. 2B, Supplementary Data S2). *Dcaf5* is a substrate receptor of the CUL4-DDB1 E3 ubiquitin-protein ligase (CRL4) complex, which binds to the cytosolic region of APP and is involved in the regulation of the ubiquitin-proteasome system^19^. *Arsi* encodes arylsulfatase family member I (ARSI), a paralogue of arylsulfatase B (ARSB), which has been associated with AD^20^ and Parkinson’s disease^21^, and reported in an EWAS of dementia with Lewy bodies (DLB)^22^. *Creb3l4* encodes a CREB (cAMP responsive element binding) transmembrane protein that functions as transcriptional activator of neuronal plasticity and protection. Of relevance, studies have shown that CREB signaling is downregulated in AD brains^23^, CREB levels have been reported to be decreased in hippocampal neurons from Tg2576 mice^24^, and CREB has been suggested to negatively regulate the transcription of tau^25^. *As3mt*, encoding for arsenite methyltransferase, has previously been implicated in schizophrenia with a role in neuronal development and differentiation, and was also recently identified to be hypermethylated in AD donors with psychosis^26^. We leveraged RNA-seq data generated on the same mice^17^ to test whether genes annotated to genotype-associated DMPs also exhibited altered gene expression. Of the 413 genes with detectable expression, 46 (11.14%) showed a significant difference (*P* < 0.05) in expression between WT and TG mice (Supplementary Data S3). In addition to *Mapt*, *Prnp* and *Fgf14*, these included many genes not directly related to the transgenes including *Arsi* (*P* = 0.0176) and *Dab2ip* (*P* = 0.00754) (Supplementary Fig. S5).

Functional enrichment analysis of the genes annotated to genotype-associated DMPs (see Methods) revealed a strong enrichment for pathways that are highly relevant to tau pathology including the positive regulation of apoptosis (FDR = 5.76E−20) and the activity of enzymes involved in the metabolism of inositol (e.g. inositol tetrakisphosphate 1-kinase activity (FDR = 1.11E−21)) and sphingosine (e.g. sphingosine N-acyltransferase activity (FDR = 8.19E−17)) (Supplementary Data S4), which have been previously implicated in AD and are involved in mediating cell death^27,28^. Of note, among human phenotype ontologies enriched amongst genes annotated to DMPs were neurofibrillary tangles (FDR = 4.3E−9) and global brain atrophy (FDR = 1.74E−09) (Supplementary Data S4). Taken together, we detected significant changes in epigenetic regulation of key genes that play an important role in neuronal survival and plasticity associated with tau neuropathology, with P301L tau overproduction inducing neuronal cell death.

We previously used immunohistochemistry to confirm the progressive accumulation of tau pathology across multiple brain regions in the same mice^17^ (Supplementary Fig. S6). We next sought to explore DNAm changes associated with the progression of neuropathology in TG mice by identifying sites at which DNAm levels were associated with levels of tau in the entorhinal cortex (see Methods). 

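Tau pathology was associated with DNAm at 3611 of 1558442 RRBS sites in rTg4510 mice (FDR below 0.05), with a positive effect at 2233 (61.8%) and a negative effect at 1378. Merged within 100 bp, they formed 1815 regions. The median size of the effect was 0.0369 on the probit scale per unit of the pathology value. The fit includes WT mice, whose pathology values lie far below those of TG mice, and with TG mice alone 2453 sites were called. The count moved most with limma, which called 5 sites, with 79537 sites at an unadjusted p under 0.05. Without the 2 mice with the highest pathology, 257 sites were called. The 5 RRBS sites with the smallest p, 1 per region, were annotated to Gm30948, Eogt, Gm13481, Rif1 and Gm13649. Within TG mice (n = 29), their Pearson correlations with pathology were, in this order, 0.2765, 0.548, 0.636, 0.536 and 0.622, and the Spearman correlations 0.261, 0.403, 0.552, 0.490 and 0.537. Without the 2 mice whose pathology was farthest from the median, the Pearson correlations were 0.170, 0.324, 0.433, 0.376 and 0.454. With the mean of each age removed, a test chosen after seeing the data, they were 0.221, 0.571, 0.412, 0.290 and 0.405. As these sites were picked for their association with pathology in a fit that included these mice, no p-value is given.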

In total, we identified 7486 DMPs (FDR < 0.05) annotated to 2789 genes (Fig. 2C, Supplementary Data S2) associated with increased levels of tau, with the top-ranked DMP being located upstream of the *Cisd3* gene (chr11:97685376, FDR = 7.84E−10, Fig. 2D) encoding an iron–sulfur domain-containing protein that plays a vital role in controlling mammalian lifespan and has been shown to mediate AD-associated neuronal loss^29^. Other top-ranked sites were located in an intron of *Zfp423* (chr8:87750175, effect size = 0.017, FDR = 7.84E−10), and of *Adk* (chr14:21369243, effect size = 0.016, FDR = 7.19E−9) and in the promoter regions of *Insyn2b* (chr11:34314785, effect size = 0.015, FDR = 6.65E−8) (Fig. 2D). Of note, *Zfp423* encodes a zinc finger transcription factor that regulates apolipoprotein D^30^ and is upregulated in neurons from the dentate gyrus in aged and AD mice^31^. To refine these sites associated with tau pathology, we used a beta regression model to further identify sites at which DNAm was characterized by a significant interaction between genotype and age (Supplementary Data S2). A total of 541 DMPs, mapping to 372 genes, were significant in both analyses (FDR < 0.05), highlighting loci where variable DNAm is strongly associated with progression of tau pathology in TG mice (Supplementary Data S2). 

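Among RRBS sites, 155 of 1558474 had a significant interaction between genotype and age in rTg4510 mice, positive at 78 and negative at 77. Both this interaction and the association with tau pathology passed FDR 0.05 at 14 sites, with effects of the same sign at all 14. When pathology was tested in TG mice alone, 16 sites passed both. The Wald test of the interaction called 1691 sites. limma called 0, with 68417 sites at an unadjusted p under 0.05. Beta regression with values squeezed away from 0 and 1 also called 0, with 62876 sites at an unadjusted p under 0.05. In 32 of 100 splits with genotype permuted within age, the real one included, at least as many interaction sites passed. Chance can thus not be excluded for their number. The 5 interaction sites with the smallest p were annotated to Dab2ip, Creb3l4, Zcchc17, Htr2a and Trim40, each with FDR = 0.0192. From the sites significant in both analyses, the paper concludes that DNAm at these loci is associated with the progression of tau pathology in TG mice.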

The top-ranked interaction effects amongst pathology-associated sites were annotated to *Kirrel3* (chr9:34618186, interaction FDR = 5.80E−08) and *Rbm33* (chr5:28352553, interaction FDR = 5.80E−08) (Supplementary Fig. S7).

### DNA methylation changes in J20 cortex are annotated to genes involved in mitochondrial homeostasis

To investigate DNAm changes associated with mutations in *APP*, we applied the same analysis approach to genome-wide DNAm data from the entorhinal cortex of J20 mice. We identified 2521 genotype-associated DMPs (FDR < 0.05) annotated to 920 genes (Fig. 3A, Supplementary Data S5). 

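In J20 mice, 3110 of 1582070 tested RRBS sites were genotype-associated DMPs at an age of 0 months. Mean levels of TG and WT mice differed there by a median of 0.769 percentage points (quartiles 0.204 and 3.53), and at 698 DMPs (22.4%) the effect size and the difference in mean levels had opposite signs. An interaction between genotype and age was also significant at 898 of the DMPs (28.9%). With age centred on its mean, 2852 sites were DMPs, of which 37 were DMPs at an age of 0. The count moved most with limma and with squeezed values. limma called 0 sites, with 81161 at an unadjusted p under 0.05, and the beta regression with squeezed values called 0, with 78952 at an unadjusted p under 0.05. With the letter of the sample code as a block, 8583 sites were called. Splits of the mice with genotype permuted within age, without the block, were compared at every 25th site. In 50 of 100, the real one included, at least as many sites passed, so chance cannot be excluded for the number of DMPs.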

Similar to our findings in rTg4510 mice, there was a significant enrichment of hypermethylated sites in TG mice (1785 (70.8%) hypermethylated DMPs and 736 (29.2%) hypomethylated DMPs, binomial test: *P* = 1.11E−99). 

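The DMPs in J20 mice comprised 2212 (71.1%) hypermethylated and 898 hypomethylated RRBS sites (exact binomial test over sites, p = 2.0e-126). Merged within 100 bp, 994 of 1419 regions (70.05%) were hypermethylated. Sites measured in the same mice are not independent, so this p does not apply to mice. The share was 58.35% of the DMPs at the mean age, and 60.2% with the mean methylation of each mouse as a covariate, chosen after seeing the data (53.9% of 1761 regions). That covariate takes out the average difference between TG and WT mice, so a lower share is largely built in. From its binomial test, the paper states that hypermethylated sites were enriched in J20 TG mice as in rTg4510 TG mice.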

The top-ranked J20 DMP was annotated to an intronic region of *Zbtb20*, a gene known to be disrupted by the transgene insertion^14^, suggesting this methylation change likely reflects a direct effect of the genetic perturbation. 

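The 3 RRBS sites between positions 105860982 and 105861009 of chromosome 8 lie at the transcription start site of Nutf2, in its first intron or UTR. Levels were low in all J20 mice. At 105860986, DNAm was 2.38% ± 1.65 (SD, n = 32) in WT and 2.88% ± 1.95 (SD, n = 31) in TG mice, a difference within the spread between mice (permutation test, p = 0.294). In WT mice the mean was 0.906% ± 0.920 (SD, n = 8) at 6 months and 3.21% ± 1.19 (SD, n = 8) at 12 months. In TG mice it was 4.48% ± 1.84 (SD, n = 8) and 1.94% ± 2.43 (SD, n = 8). At 8 months the means were 2.61% ± 1.63 (SD, n = 8) in WT and 2.26% ± 1.07 (SD, n = 7) in TG mice, and at 10 months 2.81% ± 1.90 and 2.75% ± 1.30 (SD, n = 8 each). At this site the effect size at an age of 0 was 2.17 (standard error 0.326, FDR = 4.3e-05) and the interaction was -0.238 per month (FDR = 0.000207). The mean effect size of the 3 sites was 1.92 (Empirical Brown's method, p = 2.6e-13). Centred on the mean age it was -0.00528 (p = 0.379 by the same method), and at 105861009 the effect size changed sign, from 1.504 to -0.105. The 3 sites of Tenm2 lie in an intron on chromosome 11 at positions 36439347, 36439358 and 36439396. At the first, DNAm was 16.7% ± 12.9 (SD, n = 32) in WT and 18.3% ± 12.5 (SD, n = 31) in TG mice (permutation test, p = 0.629). The mean was higher in TG mice at 6 months, 21.6% ± 9.40 against 10.5% ± 11.8 (SD, n = 8 each), and lower at 12 months, 8.05% ± 8.86 against 19.1% ± 13.2 (SD, n = 8 each). The mean effect size of the 3 sites was 2.92 (Empirical Brown's method, p = 1.1e-11), and at the mean age it was 0.262 (p = 0.0174 by the same method), where no site was called (FDR from 0.454 to 0.477).

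**Figure D2:**
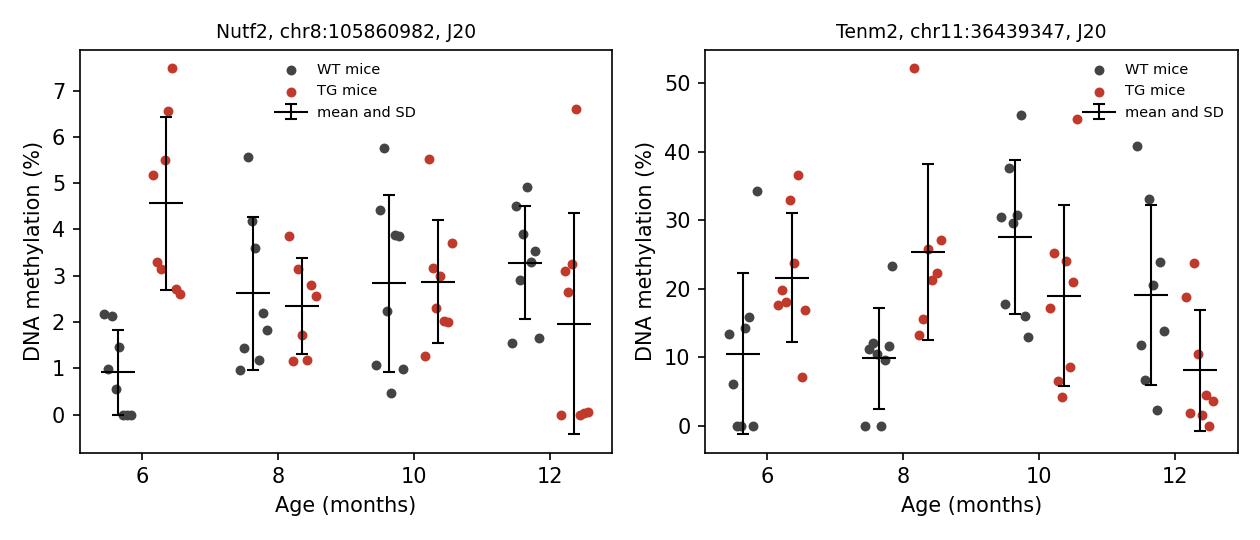
DNAm (%) by age in months in single J20 mice at the first site of Nutf2 (left) and of Tenm2 (right), with WT mice in grey, TG mice in red, and black bars for the mean and SD of 7 or 8 mice. At Tenm2 the mean of TG mice is above that of WT mice at 6 months (21.6% against 10.5%) and below it at 12 months (8.05% against 19.1%).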

Other notable DMPs (Supplementary Data S5) included sites annotated to *Nutf2* (*n* = 4 CpG sites, chr8:105860982 - chr8:105861009, mean effect size = 1.73, Empirical Brown’s method: *P* = 9.99E−6, Fig. 3B) – encoding nuclear transport factor 2 (NUTF2), which is reported to aggregate in hippocampal neurons in AD^32^ – and *Tenm2* (*n* = 3 CpG sites, chr11:36439347 - chr11:36439396, mean effect size = 2.93, Empirical Brown’s method: *P* = 2.57E−4, Fig. 3B) – encoding teneurin transmembrane protein 2, which is involved in neural development and associated with AD pathogenesis^33^. Functional enrichment analysis of the genes annotated to DMPs associated with J20 genotype using GREAT (see Methods) identified numerous pathways and functions related to AD including many related to neuroinflammation (e.g. chemokine activity (FDR = 5.81E−10), the cytolytic granule (FDR = 1.37E−15) and cell chemotaxis (FDR = 3.54E−13) (Supplementary Data S4). We leveraged RNA-seq data generated on the same mice^17^ to test whether genes annotated to genotype-associated DMPs also exhibited altered gene expression. Of the 773 genes with detectable expression, 50 (6.47%) showed a significant difference (*P* < 0.05) in expression between WT and TG mice (Supplementary Data S6). The top-ranked differentially expressed gene annotated to a J20-associated DMP was *Slc6a11* (*P* = 4.20E−05) (Supplementary Fig. S8) that encodes a sodium-dependent transporter involved in the uptake of in the inhibitory neurotransmitter gamma-aminobutyric acid (GABA).

**Fig. 3:**
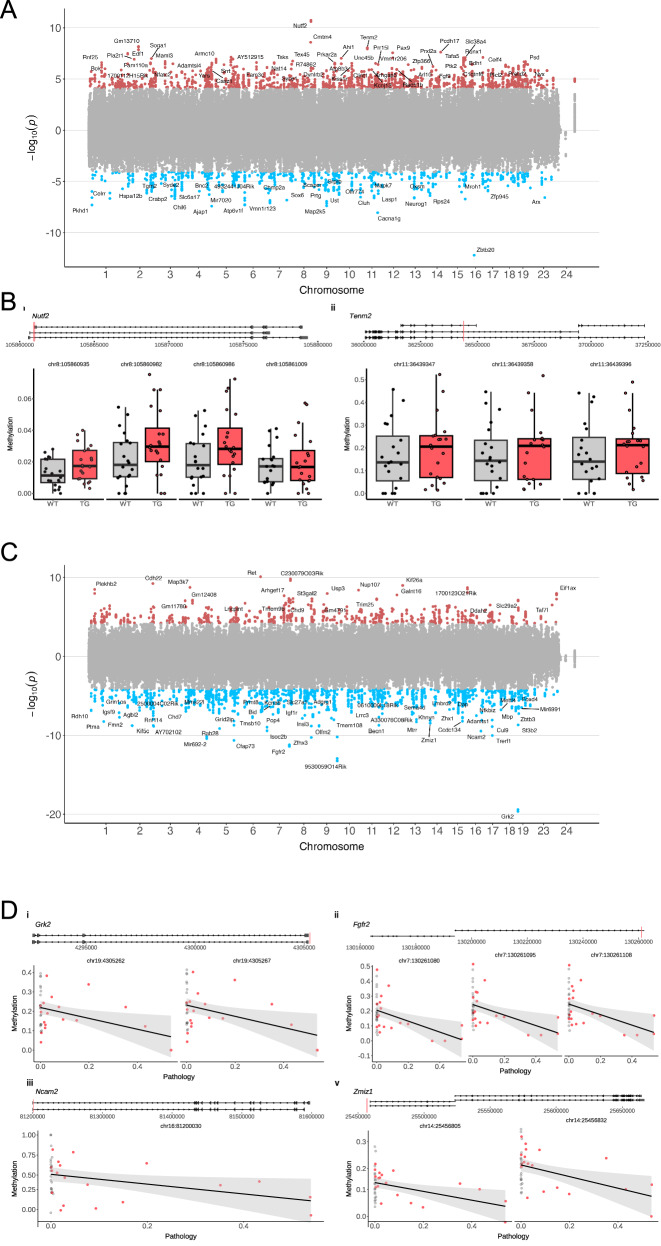
Differential DNA methylation in J20 mice. **A** Manhattan plot showing transgene-associated differential methylation positions (DMPs) in J20 mice (*n* = 63, 32 WT, 31 TG). Red dots correspond to sites characterized by a significant (FDR < 0.05 (RRBS *P* < 9.15E−05, array *P* < 2.4E−05)) increase in DNA methylation in TG mice compared to controls. Blue dots correspond to sites characterized by a significant decrease in DNA methylation in TG mice. **B** Shown are the gene tracks and top-ranked differentially methylated sites annotated to (i) *Nutf2* (*n* = 4 CpG sites, chr8:105860982 - chr8:105861009, mean effect size = 1.73. Top-ranked site: chr8:105860982, effect size = 2.19, FDR = 1.72E-5) and (ii) *Tenm2* (n = 3 CpG sites, chr11:36439347 - chr11:36439396, mean effect size = 2.93. Top-ranked site: chr11:36439396, effect size = 2.92, FDR = 1.54E−3) between WT and J20 TG mice. Black and red dots refer to WT and TG, respectively, and the red lines on the tracks refer to the location of CpG sites. **C** Manhattan plot showing DMPs associated with progressive Aβ pathology in J20 TG mice. Red dots correspond to sites characterized by a significant (FDR < 0.05 (RRBS *P* < 7.70E−05, array *P* < 4.80E−05)) increase in DNA methylation with increased pathology. Blue dots correspond to sites characterized by a significant decrease in DNA methylation with increased pathology. **D** Shown are the gene tracks and top-ranked differentially methylated sites annotated to (i) *Grk2* (chr19:4305267, effect size = −2.02, FDR = 2.61E−14; chr19:4305262, effect size = −1.99, FDR = 2.61E−14), (ii) *Fgfr2* (chr7:130261095, effect size = −1.661, FDR = 1.10E−6; chr7:130261108, effect size = −1.657, FDR = 1.23E−6), (iii) *Ncam2* (chr16:81200030, effect size = −2.01, FDR = 2.67E−5), and (iv) *Zmiz1* (*n* = 2 DMP sites, chr14:25456805-chr14:25456832, mean effect size = −1.31, *P* = 8.07E−6), between WT and J20 TG mice with progressive Aβ pathology. Black and red dots refer to WT and TG, respectively, and the red lines on the tracks refer to the location of CpG sites.

We previously used immunohistochemistry to quantify the progressive accumulation of amyloid pathology across multiple brain regions in the same mice^17^ (Supplementary Fig. S9). 

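Amyloid pathology was associated with DNAm at 834 of 1582039 RRBS sites in J20 mice, with a negative effect at 636 and a positive effect at 198 (23.7%), in 332 regions (32.5% positive). This balance changed with the letter of the sample code as a block, where 54.0% of 565 sites and 64.1% of 270 regions had a positive effect, and with the SD filter it was 46.2% of 398 sites. At the 834 sites, mean levels in TG and WT mice differed by a median of 0.430 percentage points. With values squeezed away from 0 and 1, the alternative that moved the count most, 8 sites were called. With TG mice alone 26 sites were called, and 178 with genotype as a covariate. Without the 2 mice with the highest pathology 5192 sites were called. The RRBS site with the smallest p was intergenic on chromosome 3 at position 3349429, nearest to Gm8747. Within TG mice its level had a Pearson correlation with pathology of -0.383 (n = 29 mice) and a Spearman correlation of -0.556. No p-value is given, since the site was picked for this association in a fit that included these mice. Without the 2 mice whose pathology was farthest from the median, the Pearson correlation was -0.513, and with the mean of each age removed, chosen after seeing the data, it was -0.115.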

We next examined DNAm changes associated with Aβ levels in the entorhinal cortex (see Methods) identifying 2136 DMPs (FDR < 0.05) annotated to 754 genes (Fig. 3C, Supplementary Data S5). 

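The sites at positions 4305262 and 4305267 of chromosome 19 lie in an intron of Grk2. At 4305267, DNAm was 21.6% ± 9.87 (SD, n = 32) in WT and 17.2% ± 10.6 (SD, n = 31) in J20 TG mice (permutation test, p = 0.0981). The effect of amyloid pathology over WT and TG mice was -2.02 (standard error 0.218) at 4305267 and -1.99 (standard error 0.217) at 4305262, both with FDR = 7.9e-05. The Wald test of the same coefficient, chosen after seeing the data, gave FDRs of 9.2e-15 and 1.3e-14. With TG mice alone neither site was called (FDR = 0.243 at both). With genotype as a covariate, by contrast, the sites did not both lose the call. Within TG mice the Pearson correlation at 4305267 was -0.260 (n = 29 mice, permutation p = 0.173, adjusted p = 0.330) and the Spearman correlation -0.218 (permutation p = 0.256, adjusted p = 0.4415), over 81 correlations each. Without the 2 mice whose pathology was farthest from the median, the Pearson correlation was -0.488. With the mean of each age removed, chosen after seeing the data, it was -0.152 (permutation within age, p = 0.545, adjusted p = 0.693).

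**Figure D3:**
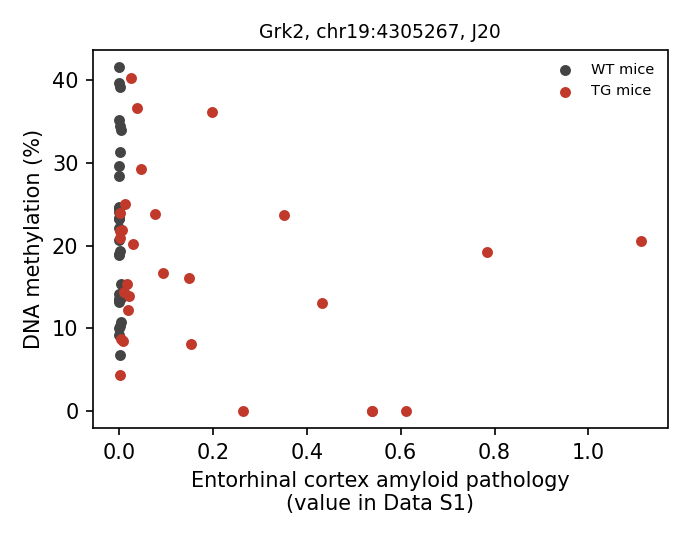
DNAm (%) at the Grk2 site at position 4305267 against the entorhinal cortex amyloid pathology value of Data S1, with 1 point per J20 mouse, WT mice in grey and TG mice in red. WT mice lie near a pathology value of 0, while TG mice spread from 0.0008 to 1.11.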

The two top-ranked DMPs (chr19:4305267, effect size = −2.02, FDR = 2.61E−14; chr19:4305262, effect size = −1.99, FDR = 2.61E−14, Fig. 3D) were annotated to the first intron of *Grk2*, which encodes a G protein-coupled receptor kinase that has been widely implicated in the generation of Aβ in AD^34^, with its overexpression recognized as a primary hallmark of mitochondrial lesions^35^. 

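The sites of Fgfr2 on chromosome 7, at positions 130261095 and 130261108, lie in an intron 762 and 749 bp from a transcription start site. DNAm at the first was 22.4% ± 10.4 (SD, n = 32) in WT and 18.3% ± 13.6 (SD, n = 31) in J20 TG mice. Effects of amyloid pathology were -1.64 (standard error 0.240, FDR = 0.0192) at 130261095 and -1.655 (standard error 0.240, FDR = 0.0173) at 130261108. By the Wald test the FDRs were 9.4e-07 and 6.4e-07. In TG mice alone the FDRs were 0.690 and 0.680, and with genotype as a covariate 0.226 and 0.213, so neither site was called under these alternatives.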

Other top-ranked sites were annotated to the promoter of *Fgfr2* (chr7:130261095, effect size = −1.661, FDR = 1.10E−6; chr7:130261108, effect size = −1.657, FDR = 1.23E−6, Fig. 3D). 

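Both the association with amyloid pathology and the interaction between genotype and age passed FDR 0.05 at 3 RRBS sites in J20 mice. The interaction was significant at 950 sites by the likelihood ratio test, while limma called 0 (79892 sites at an unadjusted p under 0.05) and squeezed values gave 0 (70079 sites at an unadjusted p under 0.05). In 24 of 100 splits with genotype permuted within age, the real one included, at least as many interaction sites passed. Chance can thus not be excluded for their number. At Zmiz1, the sites at positions 25456805 and 25456832 of chromosome 14 lie in an exon of Zmiz1os1. Effects of pathology were -1.23 (FDR = 0.008) and -1.32 (FDR = 0.00841), with interaction FDRs of 0.0478 and 0.0385. Their combined p was 2.1e-07 by Empirical Brown's method. At the first, the Spearman correlation with pathology within TG mice was -0.551 (permutation p = 0.00221, adjusted p = 0.0595 over 81 correlations), the Pearson correlation -0.349 (permutation p = 0.0620, adjusted p = 0.184), and the Pearson correlation without the 2 mice farthest from the median -0.717. With the mean of each age removed, chosen after seeing the data, the Pearson correlation was -0.0514 (permutation within age, p = 0.859, adjusted p = 0.917). At the intergenic Ncam2 site (chromosome 16, position 81200030), DNAm was 51.4% ± 22.6 (SD, n = 32) in WT and 46.5% ± 29.4 (SD, n = 31) in TG mice, a difference within the spread between mice (permutation test, p = 0.459). The pathology effect there was -2.01 (FDR = 0.0181) and the interaction FDR 0.0958, so it was called for pathology alone. When pathology was tested in TG mice alone, neither this site nor the 2 Zmiz1 sites were called. Within TG mice the Pearson correlation at the Ncam2 site was -0.277 (permutation p = 0.1485, adjusted p = 0.3085). Without the 2 mice farthest from the median it was -0.466, and with the mean of each age removed it was -0.0380 (permutation within age, p = 0.872, adjusted p = 0.917). At Prmt8 (chromosome 6, positions 127768697 and 127768710, coding sequence), levels were low, at 1.60% ± 0.755 (SD, n = 32) in WT and 1.72% ± 0.991 (SD, n = 31) in TG mice for the first site. Effects of pathology at the pair of sites had a mean of -0.398 (FDR = 0.480 and 0.405; combined p = 0.00188), so neither was called. By the Wald test the 2 sites had FDRs of 0.362 and 0.315.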

A number of these DMPs (*n* = 42) were also characterized by a significant genotype-by-age interaction effect (Data S5), and included sites annotated to the promoter region of *Ncam2* (chr16:81200030, effect size = −2.01, FDR = 2.67E−5) encoding neural cell adhesion molecule 2 (NCAM2), an intergenic region of *Zmiz1* (*n* = 2 DMP sites, chr14:25456805-chr14:25456832, mean effect size = −1.3, *P* = 8.07E−6), and the promoter regions of *Prmt8* (*n* = 2 DMP sites, chr6:127768697 - chr6:127768710, mean effect size = −0.95, Empirical Brown’s method: *P* = 9.56E−4) encoding protein arginine methyltransferase 8 (PRMT8) (Fig. 3D). Of note, levels of NCAM2 have been found to be depleted in the hippocampus of AD donors and APP transgenic mouse models^36^. Recent studies identified ZMIZ1 as significantly associated with mitophagy in Lewy body disease and reduced neuropathology burden, indicating a neuroprotective role for facilitating appropriate degradation of damaged mitochondria^37^. PRMT8 is reported to modulate mitochondrial bioenergetics and neuroinflammation in response to hypoxic stress^38^. Collectively, our results suggest that DNA methylation changes annotated to genes involved in neuroinflammation and the regulation of mitochondrial function are associated with progressive Aβ pathology.

Finally, we compared DNAm differences identified in J20 mice with those identified in rTg4510 mice at sites profiled in both models. Overall, the correlation of effect sizes between models was low (genotype: RRBS sites *r* = 0.03, array sites *r* = 0.04; pathology: RRBS sites = 0.04, array sites = 0.18). These results suggest that there is limited overlap in DNAm changes associated with tau and Aβ pathology, corroborating results from our previous gene expression study^17^. 

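Effect sizes in rTg4510 and J20 mice were compared over the RRBS sites tested in both. Genotype effects at 1462837 sites had a Pearson correlation across sites of 0.0272 (standard error 0.00162, from leaving out each chromosome in turn), and 50.5% had the same sign in both models. Pathology effects at 1462795 sites had a Pearson correlation of 0.0432 (standard error 0.00193), with the same sign at 51.4%. Sites are not independent replicates, so no p-value is given. The value that moved most was the correlation of pathology effects with TG mice alone, at 0.0122. Centring age gave a correlation of genotype effects of 0.0418. From the low correlation, the paper proposes that DNAm changes associated with tau and Aβ overlap little.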

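Genotype-associated DMPs at an age of 0 were shared by rTg4510 and J20 mice at 9 RRBS sites, 1 of them with an effect in the same direction. They comprised 6 sites at Satb1 between positions 51832493 and 51832522 of chromosome 17, 1 in the coding sequence of Nynrin (chromosome 14, position 55863334), 1 on chromosome 14 at position 77344155 and 1 on chromosome 15 at position 94478732. Those outside Data S7 are named after their values were seen. With age centred on its mean, 19 sites were shared, 10 in the same direction. Of the sites in Data S7, the 4 Satb1 sites lie in its UTR, 161 to 179 bp from the transcription start site. At 51832493, DNAm was 1.54% ± 1.30 (SD, n = 31) in WT and 1.43% ± 1.43 (SD, n = 30) in TG rTg4510 mice (permutation test, p = 0.760), and 0.998% ± 0.630 (SD, n = 32) and 1.00% ± 0.816 (SD, n = 31) in J20 mice (permutation test, p = 0.985). The effect sizes there were -0.894 (FDR = 0.0413) in rTg4510 and 1.15 (FDR = 0.0325) in J20 mice, and at the mean age -0.0171 and -0.0667, so the effect in J20 mice changed direction. At the Nynrin site DNAm rose by 6.07 percentage points from WT to TG in rTg4510 mice and fell by 11.5 points in J20 mice (permutation tests, p = 0.108 and 0.0107; adjusted p = 0.2295 and 0.0290). The site at position 121507262 of chromosome 8, annotated to 1700018B08Rik, was called in rTg4510 mice (FDR = 0.0195) and not in J20 mice (FDR = 0.0537).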

Six genotype-associated DMPs (Supplementary Data S7), however, were identified in both transgenic models, including four sites annotated to the promoter of the *SATB1* gene associated with genotype (TG vs WT) differences. Notably, SATB1 is a DNA binding protein associated with neurodegenerative disease that functions to prevent cellular senescence in post-mitotic dopaminergic neurons^39,40^.

### Tau and Aβ-associated DNA methylation changes are more pronounced in the hippocampus

We next performed DNAm profiling on hippocampal tissue from the same rTg4510 and J20 mice using the Illumina mammalian methylation array (rTg4510 WT = 31, TG = 30; J20 WT = 32, TG = 31; see Methods for details). Following preprocessing and stringent quality control, we retained all 23,588 array sites in the hippocampus dataset that overlapped with those profiled in the entorhinal cortex. In the rTg4510 model, we observed more extensive DNAm differences in the hippocampus than in the entorhinal cortex, with 374 DMPs associated with genotype differences between TG and WT and 8857 DMPs associated with immunohistochemically measured tau pathology (Fig. 4A and Supplementary Data S8). Although genotype-associated differences showed minimal concordance between hippocampus and entorhinal cortex across all sites tested (*r* = 0.03, *P* = 1.09E−6, Supplementary Fig. S10), six DMPs (*Dcaf5* (chr12:80436248), *Satb1* (chr17:51746925), *Cltc* (chr11:8670046), *Mapt* (chr11:104318231), *Ncapg2* (chr12:116425797), *Fgf14* (chr14:124676565)) were shared between the two brain regions (Supplementary Fig. S11) and their corresponding effect sizes were almost perfectly correlated (*r* = 1, *P* = 3.37E−5, Supplementary Fig. S10). In contrast, tau pathology-associated DMPs were more strongly correlated across brain regions (*r* = 0.42, *P* = 0, Supplementary Fig. S10), with 1567 DMPs shared between the entorhinal cortex and hippocampus (Fig. 4A). The top-ranked DMPs associated with levels of tau pathology in rTg4510 TG mice in both the entorhinal cortex and the hippocampus were *Dennd1a* and *Rapgefl1* (Fig. 4B); of note age-associated DNA methylation changes near the *Rapgefl1* gene were recently identified in another mouse model of AD pathology^41^. Among the 7384 significant hippocampal-specific DMPs (genotype: *n* = 288 sites annotated to 238 genes, tau pathology: *n* = 7268 sites annotated to 2487 genes), the top-ranked DMPs included sites annotated to the exonic region of *Pxk* (chr14:8146212; hippocampus: effect size = −0.39, FDR = 2.73E−06; entorhinal cortex: effect size = −0.14, FDR = 0.89), *Mef2c* (chr13:83504232 - hippocampus: effect size = 0.34, FDR = 7.14E−06; entorhinal cortex: effect size = −0.18, FDR = 0.51), and *Meis2* (chr2:116018971 - hippocampus: effect size = 0.014, FDR = 4.44E−25; entorhinal cortex: effect size = 0.0014, FDR = 0.84) (Fig. 4C). Of note, MEIS2 downregulation has been found to improve memory retention of AD mice^42^ and MEF2C is a synaptic transcription factor implicated in AD^43^. In the J20 model, we also observed more DMPs in the hippocampus than in the entorhinal cortex (Fig. 4A), with 71 genotype-associated DMPs and 2,075 DMPs associated with levels of Aβ (Fig. 4D, Supplementary Data S9). In contrast to the rTg4510 model, however, no DMPs were shared between brain regions and overall effect sizes for Aβ-associated methylation differences across all profiled sites were uncorrelated across tissues (Supplementary Fig. S12). These results suggest that tau-associated DNAm differences in rTg4510 mice are more similar across brain regions, with more widespread methylation changes in the hippocampus than the entorhinal cortex, compared to Aβ-related changes in J20 mice that appear to be highly region-specific.

**Fig. 4:**
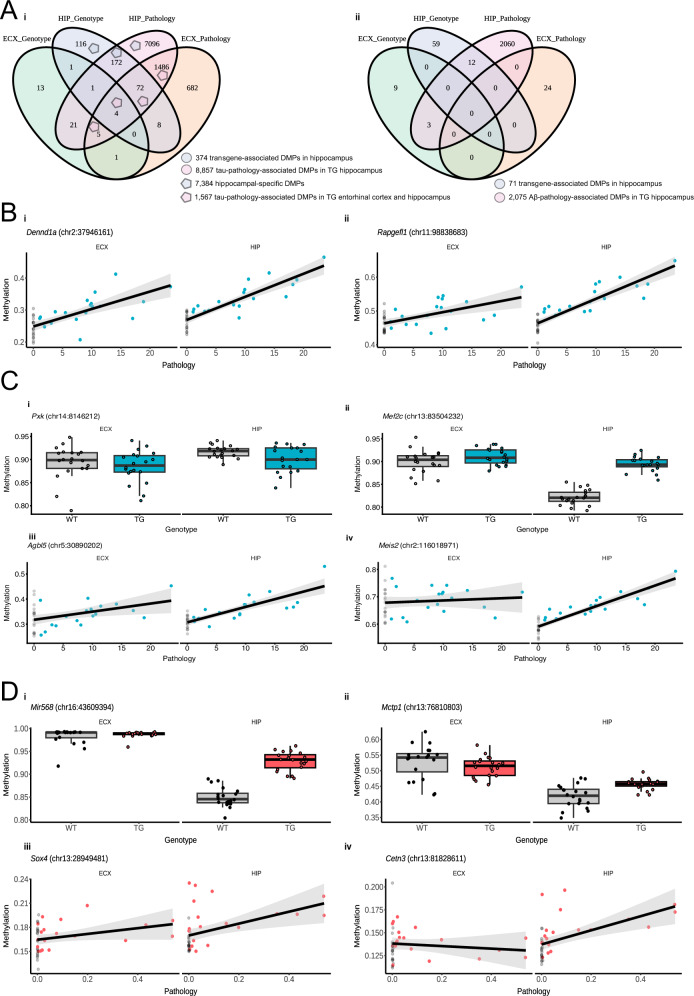
Transgene-associated DMPs exhibit distinct DNA methylation profiles in the entorhinal cortex and hippocampus. **A** Venn diagram showing the number of array-detected significant DMPs in (i) rTg4510 and (ii) J20 entorhinal cortex (ECX) and hippocampus (HIP) associated with genotype and progressive pathology. **B** Shown are the top-ranked DMPs associated with progressive tau pathology in rTg4510 TG mice in both the entorhinal cortex and the hippocampus annotated to (i) *Dennd1a* and (ii) *Rapgefl1*. Black and blue dots refer to WT and TG, respectively. **C** Shown are the top-ranked DMPs associated with tau pathology in rTg4510 TG vs WT mice in the hippocampus but not in entorhinal cortex: (i) *Pxk* (chr14:8146212; hippocampus: effect size = −0.39, FDR = 2.73E−06; entorhinal cortex: effect size = −0.14, FDR = 0.89), (ii) *Mef2c* (chr13:83504232 - hippocampus: effect size = 0.34, FDR = 7.14E−06; entorhinal cortex: effect size = -0.18, FDR = 0.506). Shown are also the top-ranked DMPs associated with associated with progressive tau pathology in rTg4510 mice in the hippocampus but not in entorhinal cortex: (iii) *Agbl5* (chr4:109806599 - hippocampus: effect size = 0.012, FDR = 1.05E-40; entorhinal cortex: effect size = 0.0086, FDR = 0.052), (iv) *Meis2* (chr2:116018971 - hippocampus: effect size = 0.014, FDR = 4.44E−25; entorhinal cortex: effect size = 0.0014, FDR = 0.84). Black and blue dots refer to WT and TG, respectively. **D** Shown are the top-ranked DMPs associated with Aβ pathology in J20 TG vs WT mice in the hippocampus but not in entorhinal cortex: (i) *Mir568* (chr16:43609394; hippocampus: effect size = 0.80, FDR = 1.46E−05; entorhinal cortex: effect size = −0.23, FDR = 0.78) and (ii) *Mctp1* (chr13:76810803; hippocampus: effect size = 0.33, FDR = 6.63E−03; entorhinal cortex: effect size = −0.12, FDR = 0.74) associated with Aβ pathology in J20 TG vs WT mice. Shown are also the top-ranked DMPs associated with progressive Aβ pathology in J20 mice, significant in the hippocampus but not in the entorhinal cortex: (iii) *Sox4* (chr13:28949481; hippocampus: effect size = 0.013, FDR = 1.79E−11; entorhinal cortex: effect size = 0.15, FDR = 0.96), (iv) *Cetn3* (chr13:81828611; hippocampus: effect size = 0.013, FDR = 1.79E−11; entorhinal cortex: effect size = 0.15, FDR = 0.96). Black and red dots refer to WT and TG, respectively.

### Accumulation of tau is associated with accelerated epigenetic age

Given that recent studies have reported an association between accelerated DNAm age and neuropathology in human AD^44^, we next applied epigenetic clock algorithms to our data. Using an epigenetic clock derived from sites on the Illumina mammalian methylation array and previously calibrated on mouse cortex^45,46^, we found an overall strong relationship between epigenetic age and chronological age across all samples (TG and WT) in both the entorhinal cortex (rTg4510: *r* = 0.89, *P* = 1.52E−14; J20: *r* = 0.81, *P* = 2.1E−10) and hippocampus (rTg4510: *r* = 0.87, *P* = 7.39E−14; J20: *r* = 0.90, *P* = 4.65E−15) (Supplementary Fig. S13). We then investigated whether there was an acceleration of epigenetic age associated with AD pathology, and observed an increase in epigenetic age specifically in the hippocampus of older TG rTg4510 compared to WT mice (6 months: *t*-test *P* = 0.031; 8 months: *t*-test *P* = 0.032); no epigenetic age acceleration was observed in the entorhinal cortex, potentially reflecting the more extensive DNAm changes observed in the hippocampus relative to the cortex. TG J20 mice did not show an increase in epigenetic age compared to WT mice (Supplementary Fig. S13), supporting previous studies on human postmortem tissue that found accelerated epigenetic age was more positively associated with neurofibrillary tangles than amyloid load^47^.

### Changes in DNA methylation parallel those identified in human Alzheimer’s disease brains

To evaluate the translational relevance of DNAm changes observed in transgenic models of AD, we compared our findings with those from a recent large-scale EWAS meta-analysis of postmortem human cortex (*n* > 2000 donors)^16^, which identified 334 DMPs associated with Tau Braak stage. Of the 171 genes annotated to these human DMPs, 149 had conserved mouse orthologs, and notably of these, 38 (25.5%) were also annotated to sites significantly associated with either genotype or tau pathology progression in the rTg4510 mouse model (Fig. 5A, Supplementary Data S10). 

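Data S10 lists 16 positions of RRBS sites with a genotype effect at 9 of these genes in rTg4510 mice. Among them 15 were present in the values analysed here, and 13 were DMPs (FDR below 0.05) at an age of 0 months. The beta regression at the mean age called 0 of these, with 3 at an unadjusted p under 0.05, and limma at an age of 0 called 0, with 15 at an unadjusted p under 0.05. Of the 116 positions listed for tau pathology, 91 were present and 37 were called by the likelihood ratio test, at 16 genes. By the Wald test, chosen after seeing the data, 75 were called, while limma called 0, with 85 at an unadjusted p under 0.05. The direction of effect was as listed at 87 of the 91.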

The most significant DMPs in the rTg4510 entorhinal cortex overlapping with those identified in AD brain were located in the intronic region of *Ank1* (Fig. 5B) spanning three sites that were significantly hypermethylated in TG mice (chr8:23023240: effect size = 0.905, FDR = 1.03E−02; chr8:23023210: effect size = 0.912, FDR = 1.37E−02, chr8:23023192: effect size = 0.926, FDR = 1.73E−02). 

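The Ank1 sites lie in an intron on chromosome 8. The reference sequence around the site at position 23023240, from 23023215 to 23023266, is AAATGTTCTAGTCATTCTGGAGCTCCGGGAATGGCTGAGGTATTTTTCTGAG. DNAm at this site was 61.8% ± 16.1 (SD, n = 31) in WT and 68.7% ± 8.49 (SD, n = 30) in rTg4510 TG mice, a difference of 6.95 percentage points (permutation test, p = 0.0349, adjusted p = 0.0882). At 23023210 and 23023192 the differences were 5.85 and 5.21 points (permutation tests, p = 0.0671 and 0.114; adjusted p = 0.160 and 0.237), within the spread between mice. At 23023240 the mean was higher in TG than in WT mice at 2 months, 69.05% ± 10.4 (SD, n = 8) against 45.6% ± 20.35 (SD, n = 7), at 4 months, 71.6% ± 7.98 against 63.9% ± 9.24 (SD, n = 8 each), and at 6 months, 68.8% ± 5.60 (SD, n = 7) against 63.3% ± 11.6 (SD, n = 8), and lower at 8 months, 64.96% ± 9.39 (SD, n = 7) against 72.2% ± 11.9 (SD, n = 8). Effect sizes at an age of 0 were 0.8305 (FDR = 0.0280) at 23023240, 0.866 (FDR = 0.0191) at 23023210 and 0.901 (FDR = 0.0178) at 23023192. At the mean age they were between 0.126 and 0.185, and none of the 3 sites was called (FDR from 0.336 to 0.644).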

We independently validated this finding by quantifying methylation of a subset of the *Ank1*-annotated sites using bisulfite pyrosequencing (chr8:23023192: *t*-test = 8.28E−3; chr8:23023240: *t*-test = 1.3E−2) (Fig. 5B). Of note, hypermethylation of sites annotated to the *ANK1* gene represents one of the most robust findings in studies of human AD cortex^48^. Similarly, in the J20 mouse model of amyloid pathology, 20 genes (13.4%) annotated to human AD-associated DMPs also exhibited significant methylation changes associated with either genotype or Aβ pathology progression. 

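In Data S11, 29 positions of RRBS sites are listed for genotype at 10 of the human genes, and each of the 29 was a J20 DMP at an age of 0 months. Beta regression at the mean age called 0 of them, with 10 at an unadjusted p under 0.05, and limma at an age of 0 called 0, with all 29 at an unadjusted p under 0.05. For amyloid pathology 30 positions are listed, of which the likelihood ratio test called 8 and the Wald test, chosen after seeing the data, called 27. limma called 0, with 28 at an unadjusted p under 0.05. The direction of effect was as listed at all 30.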

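The Tspan14 site lies on chromosome 14 at position 40966816, just upstream of the transcription start site. Levels there were low, at 1.31% ± 1.02 (SD, n = 32) in J20 WT and 1.23% ± 1.00 (SD, n = 31) in TG mice, a difference of -0.0816 percentage points that was within the spread between mice (permutation test, p = 0.747, adjusted p = 0.889). At 6 months the mean was 1.71% ± 0.990 (SD, n = 8) in WT and 0.8385% ± 0.7115 (SD, n = 8) in TG mice, and at 12 months 1.10% ± 1.10 (SD, n = 8) and 1.82% ± 1.06 (SD, n = 8). The effect size at an age of 0 was -1.49 (standard error 0.318, FDR = 0.0114), and at the mean age it was -0.0325 (FDR = 0.982).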

The most significant overlap was observed at a CpG site in the promoter of *Tspan14* (chr14:40966816, effect size = −1.49, FDR = 1.16E−02).

**Fig. 5:**
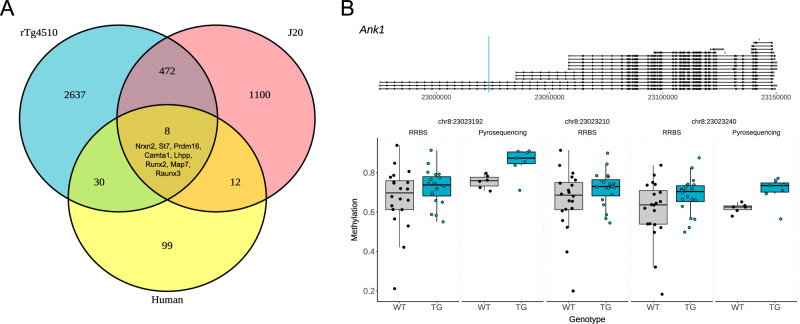
DNA methylation differences identified in mice overlap with AD-associated methylation changes in human brains. **A** Venn diagram showing the number of genes annotated to significant DMPs identified in rTg4510 mice, J20 mice, and human AD cortex. DMPs associated with 8 genes overlapped between both models and human AD. **B** Scatter plot showing the methylation estimates from RRBS (chr8:23023240: effect size = 0.905, FDR = 1.03E−02; chr8:23023210: effect size = 0.912, FDR = 1.37E−02, chr8:23023192: effect size = 0.926, FDR = 1.73E−02) and bisulfite pyrosequencing (chr8:23023192: *t*-test = 8.28E−3; chr8:23023240: *t*-test = 1.3E−2) of the DMPs annotated to *Ank1*. Black and blue dots refer to WT and rTg4510 TG, respectively.

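At Nrxn2, St7, Prdm16, Camta1, Lhpp, Runx2, Map7 and Runx3, Data S10 lists 7 RRBS positions for genotype and 28 for tau pathology in rTg4510 mice. All 7 were called at an age of 0, while 23 of the 28 were present and 9 were called for pathology by the likelihood ratio test (23 by the Wald test). For J20 mice Data S11 lists 7 positions for genotype, each called at an age of 0, and 13 for amyloid pathology. The likelihood ratio test in the beta regression called 0 of these 13, with 13 at an unadjusted p under 0.05, while the Wald test called 11 and limma called 0 (11 at an unadjusted p under 0.05). With age centred on its mean, the beta regression called 0 of the genotype positions in either model, with 2 of 7 in rTg4510 and 5 of 7 in J20 mice at an unadjusted p under 0.05. limma at an age of 0 also called 0, with 7 and 7 at an unadjusted p under 0.05.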

Strikingly, eight genes (*Nrxn2, St7, Prdm16, Camta1, Lhpp, Runx2, Map7*, and *Runx3*) were commonly associated with DMPs in all three datasets: tau pathology in rTg4510 entorhinal cortex, Aβ pathology in J20 entorhinal cortex, and human AD cortex (Supplementary Data S10, S11). Many of these DMPs were annotated to the same homologous intronic region of *Prdm16/PRDM16* (rTg4510 entorhinal cortex: 10 DMPs; J20 entorhinal cortex: 2 DMPs) corresponding to a region of differential DNA methylation associated with human AD (hg19: chr1:2995301 - chr1:3332264) (Supplementary Fig. S14). 

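Among the Prdm16 positions on chromosome 4 that Data S10 and S11 list, the J20 genotype site at 154519364 lies in an intron of Prdm16. The 3 genotype sites of rTg4510 mice lie at 154346846, in an intron of B230104I21Rik, and at 154640557 and 154640585, in an intron of Gm13111. At 154640557 DNAm was 9.39% ± 9.70 (SD, n = 31) in WT and 17.1% ± 13.26 (SD, n = 30) in TG mice (permutation test, p = 0.0112, adjusted p = 0.0293), with an effect size of 1.41 (FDR = 0.0343) at an age of 0 and 0.259 (FDR = 0.504) at the mean age. At 154346846 the effect size was -1.42 (FDR = 0.0477) at an age of 0 and 0.0585 at the mean age, so it changed direction. For tau pathology 6 of the 7 listed sites were present, with FDRs from 0.0603 to 0.110 by the likelihood ratio test and from 0.0415 to 0.0489 by the Wald test, chosen after seeing the data. In J20 mice the site at 154519364 had DNAm of 50.35% ± 20.1 (SD, n = 32) in WT and 63.2% ± 15.9 (SD, n = 31) in TG mice (permutation test, p = 0.0048, adjusted p = 0.0169), with an effect size of 2.12 (FDR = 0.0371) at an age of 0 and 0.430 (FDR = 0.105) at the mean age. The site listed for amyloid pathology, at 154425725 and chosen after its values were seen, had FDR = 0.281 by the likelihood ratio test and 0.0144 by the Wald test.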

Importantly, *PRDM16* is located adjacent to *PRDM16-DT*, a long non-coding RNA critical for maintaining astrocyte homeostasis and known to be downregulated in AD cortex^49^. Together, these findings demonstrate a significant convergence of DNAm alterations between transgenic mouse models and human AD brain, reinforcing the utility of these models for studying disease-relevant epigenetic mechanisms and highlighting shared regulatory loci - including *ANK1* and *PRDM16* - that may underpin pathophysiological processes across species.

## Discussion

In this study, we identified DNAm changes in the entorhinal cortex and hippocampus associated with the progression of AD-associated neuropathology in TG models of both tau (rTg4510) and Aβ (J20). To our knowledge, this study represents the most systematic analysis of brain epigenetic variation in models of both tau and Aβ pathology. By profiling a large number of samples spanning multiple time points that encompass the development of AD pathology, integrating RRBS and methylation array technologies, and comparing changes across brain regions and with human epigenomic data, we uncover robust epigenetic signatures of neurodegeneration that offer insight into the early molecular changes associated with pathology.

Our findings suggest that tau and Aβ progression are associated with widespread and partially distinct DNAm alterations, consistent with our prior transcriptomic work in the same models. In the rTg4510 tauopathy model, we observed a substantial number of DMPs, including both expected changes linked to the *MAPT* transgene and novel alterations in genes implicated in neuronal function (e.g. *Creb314*, *As3mt, Zfp423*), ubiquitin signaling (e.g. *Dcaf5*), and apoptosis regulation. Functional enrichment analysis linked these epigenetic changes to biological processes known to contribute to tau-mediated neurotoxicity, including apoptosis and lipid signaling pathways, supporting a role for DNAm in modulating disease-relevant gene networks.

In contrast, the J20 Aβ model exhibited more modest DNAm changes, with effect sizes notably smaller than those observed in rTg4510 mice. 

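Over the RRBS genotype-associated DMPs of each model, the size of the coefficient at an age of 0 had a median of 1.225 in rTg4510 mice (quartiles 0.941 and 1.62) and 1.725 in J20 mice (quartiles 1.30 and 2.44). In mean DNAm, 555 rTg4510 DMPs (34.4%) and 1672 J20 DMPs (53.8%) differed by less than 1 percentage point between TG and WT mice. A difference of 10 points or more was found at 235 (14.55%) and 199 (6.40%). Called at the mean age were 4893 sites in rTg4510 and 2852 in J20 mice, of which 125 and 37 were also DMPs at an age of 0. Over the 4893 and 2852 sites, the median size of the coefficient at the mean age was 0.437 and 0.414, and the median difference was 6.98 and 3.08 points. Whether the effects themselves differed in size between the models was not tested.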

Our results reinforce the notion that Aβ pathology engages distinct molecular pathways compared to tau pathology. Nonetheless, we identified several J20 DMPs annotated to genes with established roles in AD (e.g. *Grk2*, *Ncam2*, *Zmiz1*, and *Prmt8*). Notably, many of these genes are involved in synaptic organization and mitochondrial homeostasis, and the strong enrichment of J20 DMPs in immune-related pathways aligns with prior transcriptomic studies^50^ and further underscores the importance of neuroinflammation in Aβ-driven disease progression.

Our results suggest that the extent of DNAm alterations associated with pathology is larger in the hippocampus compared to the entorhinal cortex, particularly in the rTg4510 model. While the entorhinal cortex is among the earliest regions affected in AD, our data suggest that hippocampal pathology may drive more pronounced epigenetic dysregulation, potentially reflecting cumulative effects of pathology over time and neurodegeneration. The observation that tau-associated DNAm changes were more regionally consistent than Aβ-associated changes suggests that tau may exert a broader, more uniform influence on the epigenome, while Aβ-related effects may be more spatially constrained, slower to develop or context-dependent.

Importantly, a subset of the DNAm differences we identified in mouse models mirrored those reported in human AD postmortem cortex. This cross-species concordance strengthens the translational relevance of our findings. For example, hypermethylation of *Ank1*, previously identified as a robust epigenetic signature of tau pathology in human AD^48^, was recapitulated in rTg4510 mice and validated through bisulfite pyrosequencing. Similarly, consistent hypermethylation of the *Prdm16* locus across mouse models and human brain samples highlights conserved epigenetic responses to neuropathology and supports the utility of these models for dissecting pathogenic mechanisms.

Despite the strengths of this study, some limitations must be acknowledged. First, the RRBS and array-based approaches used in this study primarily target CpG rich regions of the genome, and do not provide information about DNAm at a large proportion of sites in the genome. Second, while DNAm changes associated with the transgenes provide mechanistic insights, some likely reflect direct effects of transgene insertion or unrelated developmental perturbations. We attempted to mitigate this by focusing on pathology-associated DMPs and validating results using multiple platforms. Third, although mouse models recapitulate key features of AD, they lack the full complexity of human disease. Fourth, our analysis was performed on ‘bulk’ entorhinal cortex and hippocampal tissue, comprising a mix of different neural cell types. Given evidence of cell-specific epigenetic signatures in AD and changes in the proportion of different cell-types associated with the development of pathology, this may influence our ability to robustly detect pathology-associated variation. Previous studies on epigenetic differences associated with AD in humans has shown that disease-associated variation is primarily manifest in microglia-enriched nuclei populations^16^. Future work should use novel fluorescence-activated nuclei sorting (FANS) methods to isolate nuclei from different cell types prior to DNAm profiling to overcome the problems of cellular heterogeneity. Fifth, our analyses were restricted to CpG methylation, while future studies incorporating other epigenetic layers (e.g. hydroxymethylation, chromatin accessibility) will offer a more complete picture of regulatory changes in AD. Finally, to minimize heterogeneity in our study, we further profiled only female mice, though a number of sex differences have been previously reported for these models, with females demonstrating elevated and more progressive pathology than males^51^. The use of female mice also highlights a potential limitation for the interpretation of our comparison with results from the human AD EWAS meta-analysis. Because the meta-analysis used aggregated summary statistics rather than individual-level data, the EWAS results could not be stratified by sex to extract female-specific effect estimates for direct comparison with our mouse data. Future work would cross-examine results from our study with epigenetic variation in other mouse models, tissue types and male mice for a more comprehensive understanding of the development of tau and amyloid pathology in the AD brain.

In conclusion, our study highlights widespread changes in DNAm associated with the accumulation of both tau and Aβ, and supports the hypothesis that epigenetic alterations play a key role in progression of disease processes. By identifying both model-specific and conserved DNAm signatures associated with tau and Aβ pathology, we highlight genes and pathways (such as *SATB1* involved in inhibiting cellular senescence and *PRDM16* important in regulating astrocyte function*)* that may provide mechanistic insight and represent potential therapeutic targets. Future work integrating longitudinal epigenetic, transcriptomic, and proteomic data will be critical for elucidating the causal role of these changes in AD pathogenesis and progression.

## Methods

### Experimental model and samples

Entorhinal cortex and hippocampal tissue was dissected from rTg4510 and J20 transgenic (TG) mice and age-matched wild-type littermates (WT), in accordance with the UK Animals (Scientific Procedures) Act 1986 and approved by the local Animal Welfare and Ethical Review Board. Tissue from the animals used in this study was previously used in an analysis of pathology-associated gene expression changes and details of breeding, housing conditions, and sample preparation are provided in Castanho et al.^17^.

### Histopathology

Tau and amyloid pathology were quantified as previously described^17^. Briefly, 6 μm serial sagittal sections (from bregma 0.84 to 3.00) from paraffin-embedded right brain hemispheres from all mice used in this study were mounted on glass slides (two sections per slide) and processed for immunostaining. Heat induced epitope retrieval was performed in a PT Module (Thermo Scientific) containing citrate buffer (dilution 1:100), followed by blocking using normal goat serum (Vector labs, catalog number S-1000). To assess tau pathology, we used mouse monoclonal PG5 as the primary antibody (1:8000), which recognizes tau phosphorylated at Ser409, and biotinylated goat anti-mouse IgG (Vector labs, catalog number BA-9200, lot number 2B0324) as the secondary antibody (1:200). To assess β-amyloid (Aβ) pathology, we used mouse monoclonal biotinylated 3D6 (b3D6, provided by Eli Lilly, 1:1000), which binds to the amino acids 1–5 in Aβ. All samples for each mouse model were immunostained together in an autostainer (Autostainer 720 for PG-5 and 720N for b3D6, Thermo Scientific). Detection was achieved with enzymatic labeling using peroxidase (Vectastain Elite ABC HRP Reagent, Vector Laboratories) and DAB substrate (Vector Laboratories). Images were digitised with a Scanscope AT slide scanner (Aperio) at 20× magnification. Positivity was quantified automatically using a positive pixel algorithm calibrated to ignore non-specific staining, and the burden of tau or amyloid pathology was expressed as percentage area. Negative and positive controls were used for each immunohistochemistry experiment.

### DNA isolation

Entorhinal cortex and hippocampal tissue was dissected from 31 female WT mice and 30 female rTg4510 TG, aged 2, 4, 6 and 8 months (*n* = 7–8 mice per group); and 32 female WT mice and 31 female J20 TG aged 6, 8, 10 and 12 months of age (*n* = 9–10 mice per group). Only female mice were used in this study because they exhibit more pronounced pathology compared to males^51,52^, and to minimize heterogeneity between samples. Samples were anonymized, randomized, and processed in blinded batches. Genomic DNA was extracted from each tissue sample using the AllPrep DNA/RNA Mini Kit (Qiagen) and quantified for purity with a NanoDrop 8000 spectrophotometer (Thermo Scientific).

### Reduced representation bisulfite sequencing (RRBS)

RRBS libraries were prepared using the Premium RRBS kit (Diagenode) with input concentrations measured using the Qubit dsDNA HS Assay (Thermo Fisher). Sample pooling was based on qPCR quantification (StepOnePlus Real-Time PCR System, Thermo Fisher), and bisulfite-converted pools were quantified with the NEBNext Library Quant Kit (New England Biolabs) to determine enrichment PCR cycle number. Library quality was assessed with High Sensitivity D1000 ScreenTape on a 2200 TapeStation (Agilent), then sequenced on an Illumina HiSeq2500 using 50 bp single-end reads as previously described^53^. Raw FASTQ files, post quality control (QC) assessment using FASTQC with all samples passing QC, were trimmed with *Trim Galore* (v0.4.5, Phred score = 20), aligned to the mouse reference genome (GRCm38.p4, mm10) with *Bismark* (v0.19.0) (--merge_non_CpG --comprehensive) and *Bowtie2* (v2.3.4.1) to generate coverage files. Methylation coverage across adjacent palindromic CpG sites were merged using *coverage2cytosine* (--merge_CpG --discordance 100). Bismark output values across all the samples were subsequently processed using *BiSeq* (v1.26.0). Raw methylation data was filtered by coverage (minCov = 10, perc.samples = 0.5) with remaining CpG sites smoothed to reduce weighting from sites with unusually high coverage.

### Mammalian methylation array

Microarray-based DNA methylation data (entorhinal cortex and hippocampus) was generated using a custom Illumina methylation array (HorvathMammalMethylChip40) covering 37,492 sites^15^. DNA bisulfite conversions were performed using the Zymo EZ DNA Methylation Kit (ZymoResearch, USA). DNAm levels (β values) were determined by calculating the ratio of intensities between methylated (signal A) and unmethylated (signal B) sites, ranging from 0 (completely unmethylated) to 1 (completely methylated). QC assessment was performed to remove samples with low signal intensities, low bisulfite conversion rate (80%), and a mismatch between predicted (determined by sex probe intensities) and reported sex. The *SeSaMe*^54^ method was subsequently used to normalize β values of the remaining samples for each probe. DNA methylation data generated using the Illumina mammalian methylation array was used to generate epigenetic age estimates using a methylation clock specifically calibrated on mouse cortex tissue^46^ implemented with the *MammalMethylClock*^55^ R package.

### Differential DNA methylation analysis

Differentially methylated positions (DMPs) in the RRBS and array datasets were identified using a beta regression analysis performed with the R package *betareg*. As described in our previous study^17^, significant genotype effects between WT and TG mice and interaction effects associated with progressive changes across age between WT and TG mice were identified by testing the full model (~genotype + age + genotype*age) against the null model (~genotype + age) for the RRBS dataset, and the likelihood ratio test were used with the model (~genotype + age + genotype*age + Chip ID) for the array dataset. To detect significant pathology effects indicating progressive changes in TG mice, the likelihood ratio test (LRT) was used with the model: ~pathology (RRBS) or ~pathology + chip ID (array) with the quantification of tau or Aβ from immunohistochemistry staining as a measure of pathology^17^. Effect sizes and direction were deduced from the beta estimate of the regression analysis. Gene-wide *P* values were generated by combining probe-level *P* values using the Empirical Brown’s method^56^. The Pearson’s r correlation coefficient is reported unless stated otherwise.

Significant tissue effects between the entorhinal cortex and hippocampus in WT and TG mice from the array datasets were identified using the model: ~tissue + genotype + tissue*genotype + age + (1|Mouse). Differentially methylated positions were subsequently annotated using *ChIPseeker* (v1.22.1, parameters: annoDb = “org.Mm.eg.db”, tssRegion = c(−1500, 1500)). Probes annotated to the exonic and intron regions of the gene were further cross-referenced and annotated using the mouse reference annotation (vM22, GENCODE) or the mammalian methylation manifest file. In identifying AD-associated epigenetic signatures in the entorhinal cortex, where we profiled DNA methylation using RRBS and the mammalian array, the significant DMPs from the two separate differential methylation analyses were combined and treated as one dataset.

### Gene ontology

Genomic Regions Enrichment of Annotations Tool (GREAT) was used to perform functional enrichment analysis of the differentially methylated CpG sites associated with tau and Aβ pathology in the rTg4510 and J20 entorhinal cortex, respectively. We imported the bed file of the corresponding mouse coordinates (mm10) to the GREAT web service (v4.04). To account for reduced genome representation, we used a background bed file that included: (i) CpG sites detected using RRBS and annotated to the promoter using *ChIPseeker*, (ii) all differentially expressed CpG sites identified in the rTg4510 and J20 TG vs WT cortex and across pathology, and (iii) all the CpG sites in the mammalian methylation array.

### Comparative analysis with human data

Differentially methylated positions associated with tau pathology in a meta-analysis of human AD data were extracted from Supplementary Table 8 from our recent publication^16^. For cross-species comparisons, the human UCSC gene annotations were subsequently converted to the equivalent homologous mouse gene names, considering only mouse-specific homologous genes. This gene set was then used to determine the overlap of genes annotated with DMPs identified in the current study.

### Validation of DNA methylation changes using bisulfite pyrosequencing

Forward and reverse primers targeting CpG sites annotated to *Ank1* (chr8: 23023193 - 23023241, mm10) were designed using PyroMark Assay Design software 2.0 (Qiagen, UK). DNA from rTg4510 mice (*n* = 14, 2 and 8 months) was isolated using AllPrep DNA/RNA Mini Kit (QIAGEN) and underwent bisulfite conversion using the EZ DNA Methylation-Gold™ Kit (Zymo Research). Following PCR amplification, DNA methylation was profiled using the PyroMark Q48 AutoPrep platform (Qiagen, UK).

## Supplementary information

Supplementary Information

Data S1

Data S2

Data S3

Data S4

Data S5

Data S6

Data S7

Data S8x

Data S9

Data S10

Data S11

## Data Availability

Raw mammalian methylation array data and RRBS FASTQ files for both rTg4510 and J20 models have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE246561. Intermediate files are available on Zenodo (10.5281/zenodo.15741353). All code supporting the results presented in this study is available at https://github.com/SziKayLeung/AD_mouse_methylation.

# Supplementary material for: Methylomic signatures of tau and amyloid-beta in transgenic mouse models of Alzheimer’s disease neuropathology
**Source:** NPJ Dement. 2026 Apr 7;2(1):23. doi: 10.1038/s44400-026-00074-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Figure S1: Genomic distribution of DNA methylation sites included in the final RRBS dataset.** Summary of ChIPseeker annotations across all DNA methylation sites profiled using RRBS in rTg4510 (n = 31 WT, n = 30 TG) and J20 entorhinal cortex tissue (n = 32 WT, n = 31 TG).

**
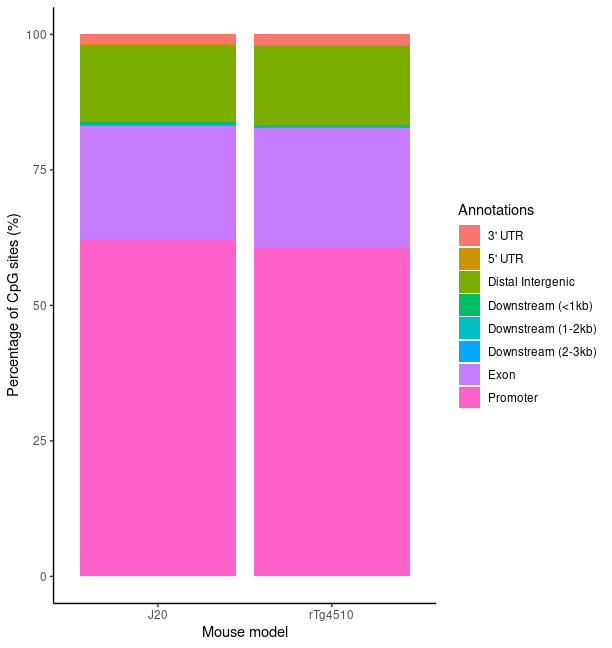
**

**Figure S2: High correlation of DNA methylation levels measured using RRBS and Illumina DNAm arrays across sites profiled using both technologies.** Shown are density plots of the mean DNA methylation values of all overlapping sites profiled using the Illumina mammalian methylation array and RRBS in the **(A)** rTg4510 entorhinal cortex (n = 61) and **(B)** J20 entorhinal cortex (n = 63).

A B

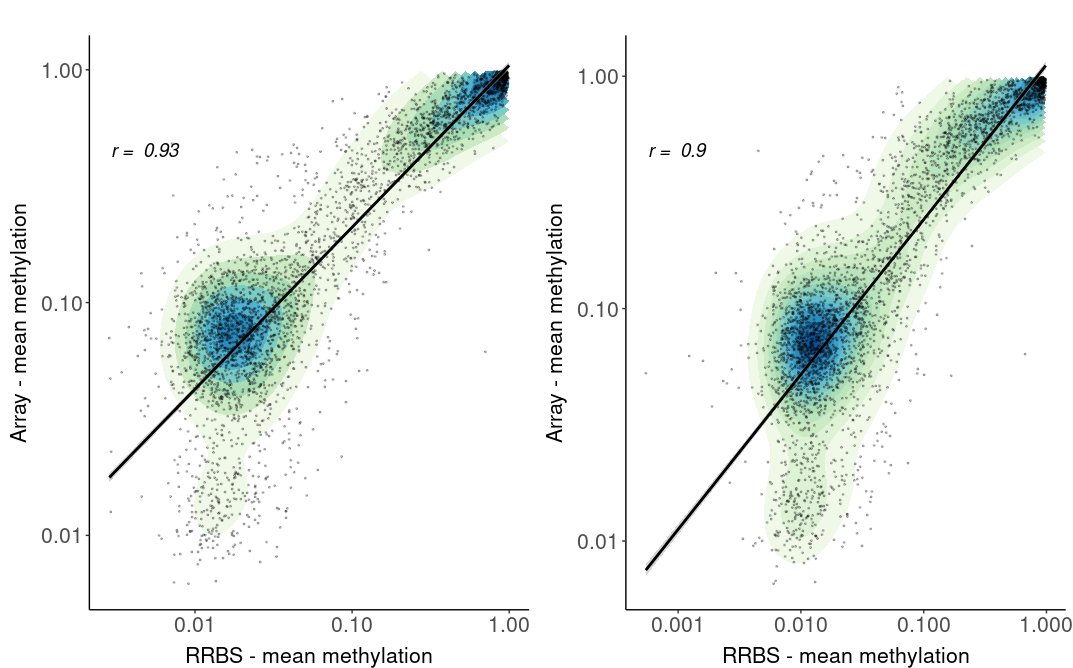

**Figure S3: Differentially methylated positions annotated to *Mapt, Prn/Prnp, Ncapg2, Fgf14* in rTg4510 TG mice.** Shown are the gene tracks and differentially methylated sites annotated to **(A)** *Mapt* (chr11:104318231, effect size = -1.04, FDR = 3.73E-30), **(B)** *Prn/Prnp* (n = 4 CpG sites, chr2:131910162 - chr2:131910201, mean effect size = 1.15), **(C)** *Ncapg2* (chr12:116425797, effect size = -0.19, FDR = 1.17E-2) and **(D)** *Fgf14* (chr14:124676565, effect size = 0.54, FDR = 1.89E-6) between WT (black) and rTg4510 TG (blue) mice.

**
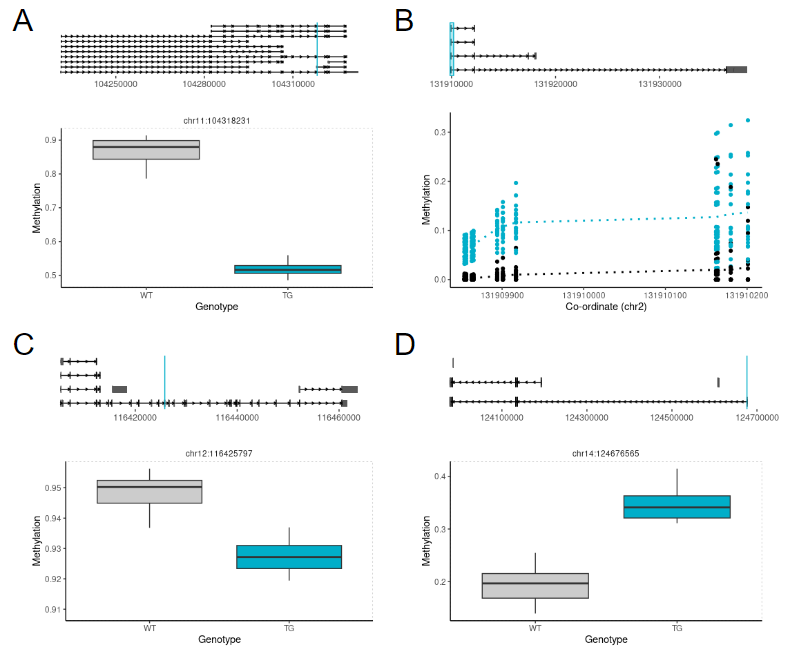
**

**Figure S4: Pyrosequencing validation of *Prn/Prnp* DMPs associated with rTg4510 genotype.** Shown are DNA methylation estimates determined from bisulfite pyrosequencing of a subset of DMPs annotated to *Prn/Prnp* in the rTg4510 entorhinal cortex (chr2:131910162: t-test P = 4.31E-25; chr2:131910164: t-test P = 6.70E-33; chr2:131910180: t-test P = 1.80E-36; chr2:131910201: t-test P = 1.59E-39) validating the results observed from RRBS (n = 4 CpG sites, chr2:131910162 - chr2:131910201, mean effect size = 1.15, Empirical Brown’s method: P = 7.00E-5).

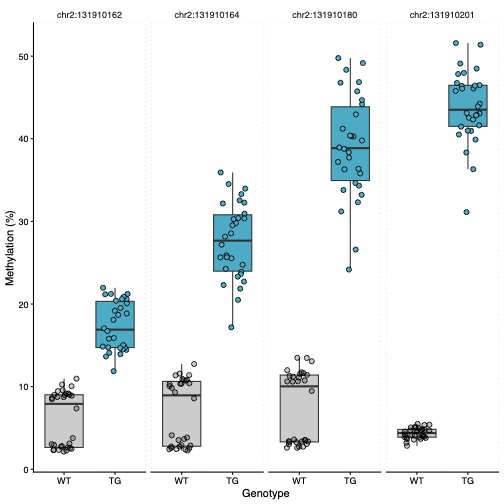

**Figure S5: Examples of differentially expressed genes annotated to rTg4510 genotype-associated DMPs in the entorhinal cortex.** Gene expression data for all genes annotated to genotype-associated DMPs is given in **Table S3**. Shown are examples of genes annotated to two of the 10 top-ranked rTg4510 DMPs highlighting differential expression in TG mice compared to WT mice for *Arsi* (P = 1.76E-02) and *Dab2ip* (P = 7.54E-03).

**
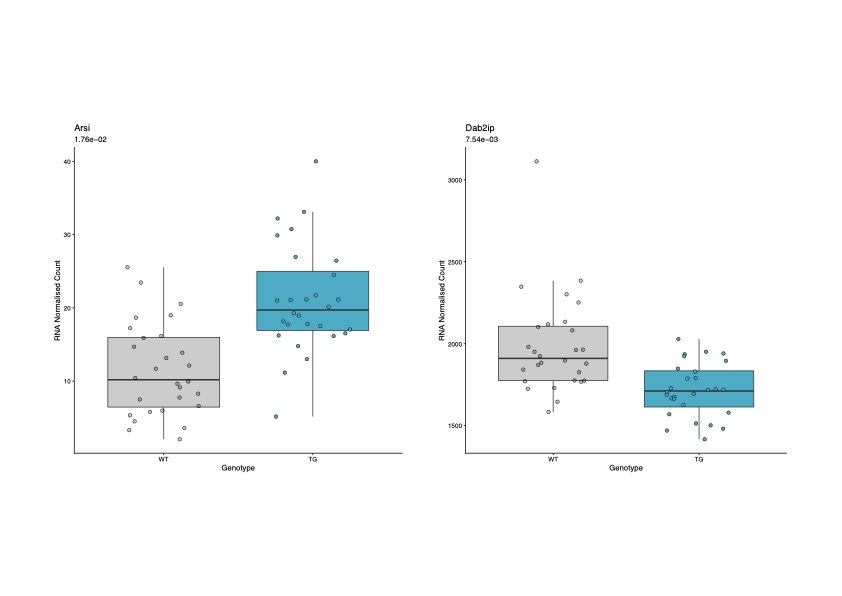
**

**Figure S6: Representative immunohistochemistry images showing accumulation of tau pathology in rTg4510 transgenic (TG) mice compared with wild-type (WT) control mice at 2, 4, 6, and 8 months of age.**

**
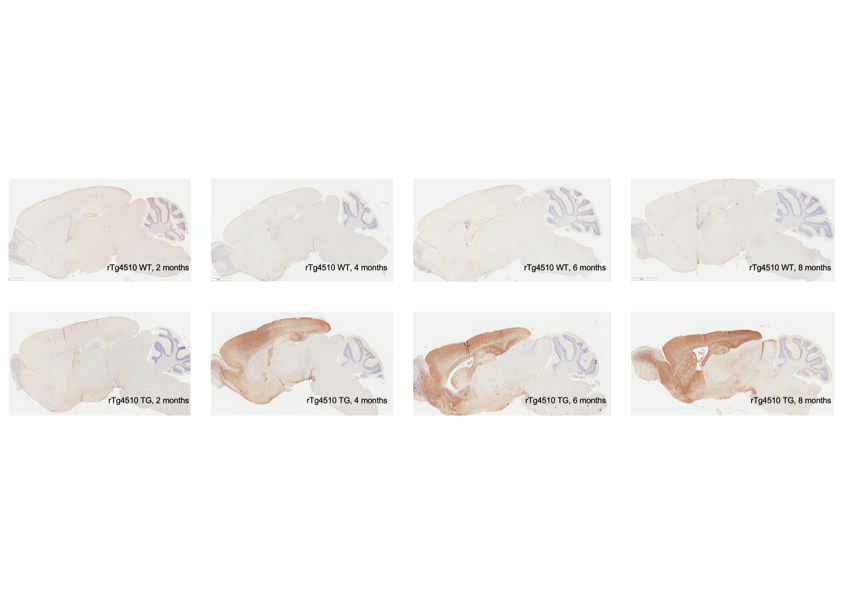
**

**Figure S7: Examples of sites at which DNA methylation shows an interaction between age and genotype in rTg4510 mice.** Shown are the top-ranked interaction effects amongst pathology-associated sites annotated to **(A)** *Kirrel3* (chr9:34618186, interaction FDR = 5.80E-08) and **(B)** *Rbm33* (chr5:28352553, interaction FDR = 5.80E-08).

**
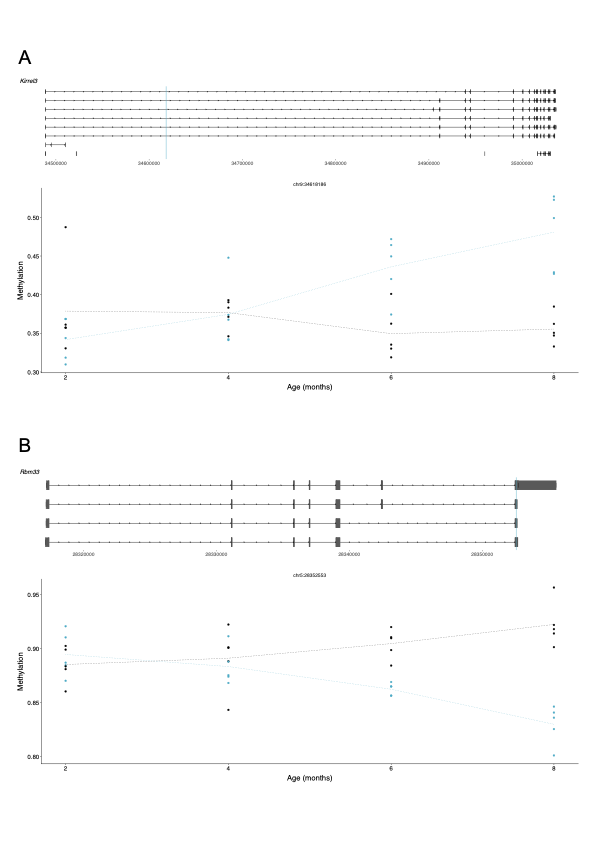
**

**Figure S8: The top-ranked differentially expressed gene annotated to a J20-associated DMP was *Slc6a11*.** Gene expression data for all genes annotated to genotype-associated DMPs is given in **Table S3**.

**
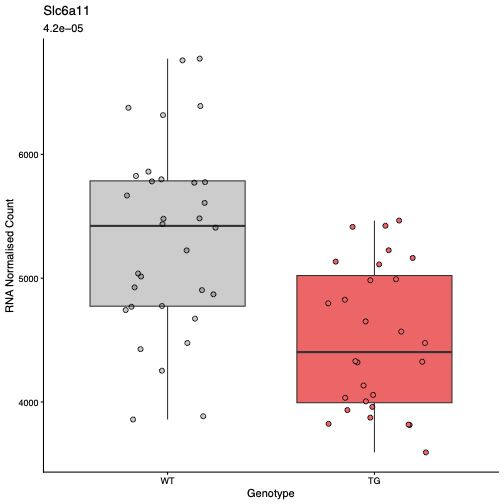
**

**Figure S9: Representative immunohistochemistry images showing progressive accumulation of amyloid pathology in J20 TG mice compared with WT mice at 6, 8, 10, and 12 months of age.**

**
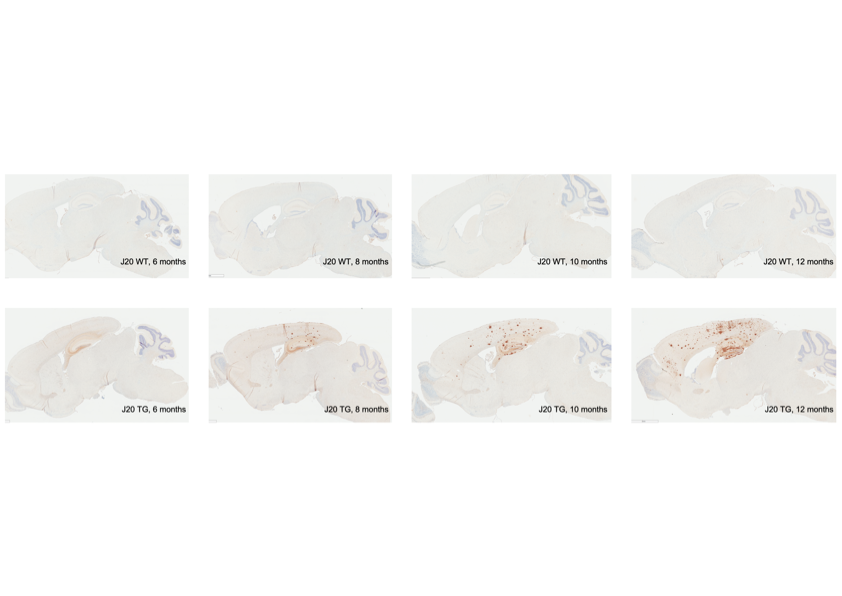
**

**Figure S10: DNA methylation changes associated with pathology, but not genotype, are strongly correlated between entorhinal cortex and hippocampus in rTg4510 mice.** Using sites profiled in both the entorhinal cortex (ECX) and hippocampus (HIP) with the Illumina mammalian DNA methylation array, we assessed the concordance of DNA methylation (DNAm) differences across brain regions. **(A)** Genotype-associated DNAm differences between rTg4510 transgenic (TG) and wild-type (WT) mice show little correlation between ECX and HIP. In contrast, **(B)** DNAm differences associated with tau pathology in rTg4510 TG mice are highly correlated across the two brain regions. Panels **(C)** and **(D)** show the corresponding relationships restricted to sites identified as significantly differentially methylated positions (DMPs) in both regions. Pearson correlation coefficients are shown for each comparison.

**
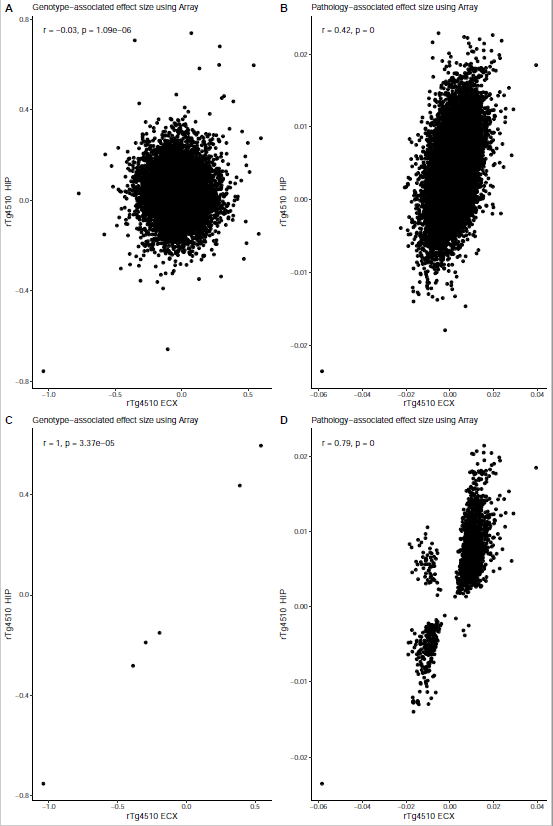
**

**Figure S11: Shared genotype-associated differentially methylated sites in the entorhinal cortex and hippocampus of rTg4510 mice.** Shown are representative differentially methylated positions (DMPs) associated with rTg4510 genotype in transgenic (TG) mice, identified in both the entorhinal cortex (ECX) and hippocampus (HIP). Panels display DMPs annotated to **(A)** *Dcaf5* (chr12:80436248), **(B)** *Satb1* (chr17:51746925), **(C)** *Cltc* (chr11:8670046), **(D)** *Mapt* (chr11:104318231), **(E)** *Ncapg2* (chr12:116425797), and **(F)** *Fgf14* (chr14:124676565), illustrating overlapping genotype-associated DNA methylation changes across the two brain regions.

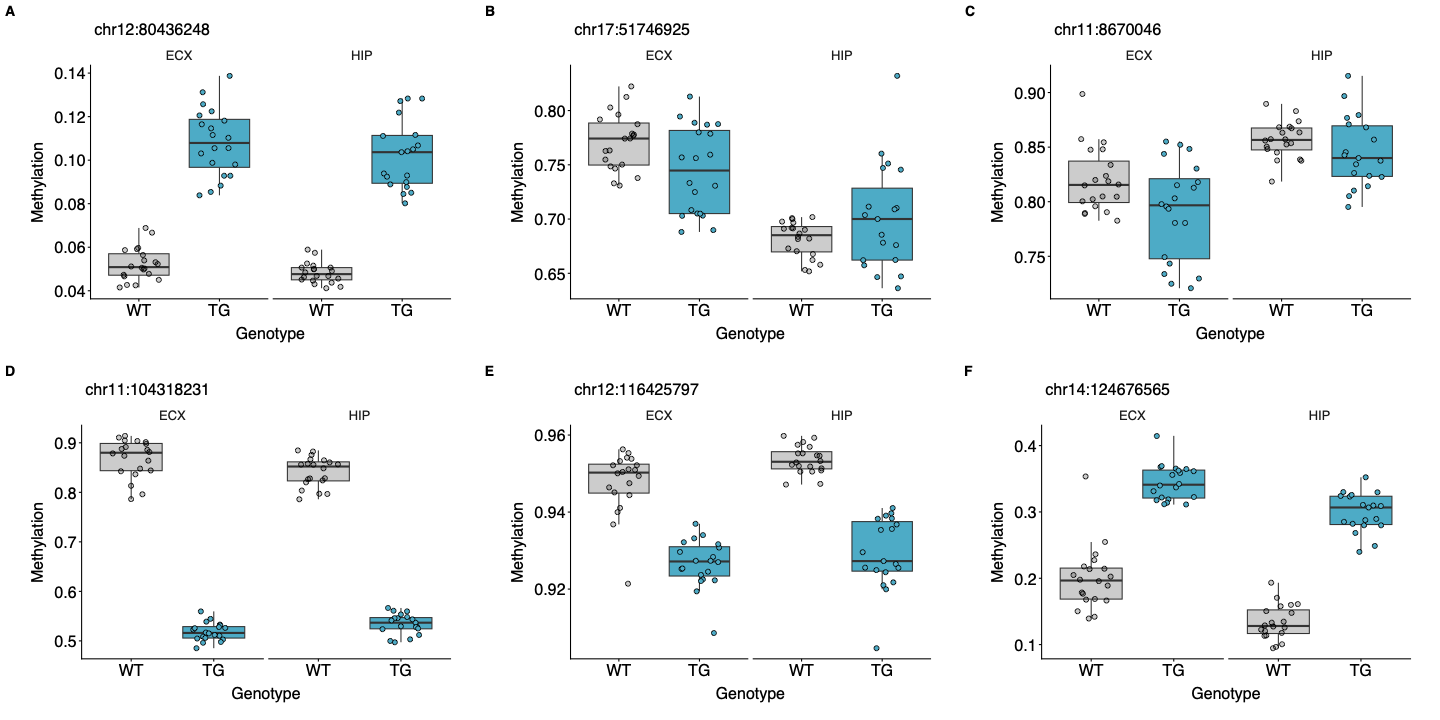

**Figure S12: Genotype- and pathology-associated DNA methylation changes are not correlated between entorhinal cortex and hippocampus in J20 mice.** Using sites profiled in both the entorhinal cortex (ECX) and hippocampus (HIP) with the Illumina mammalian DNA methylation array, we assessed the concordance of DNA methylation (DNAm) differences across brain regions in J20 mice. No correlation was observed between ECX and HIP for either **(A)** genotype-associated DNAm differences or **(B)** pathology-associated DNAm differences. Consistent with this, no CpG sites significantly associated with pathology were shared between the J20 entorhinal cortex and hippocampus.

**
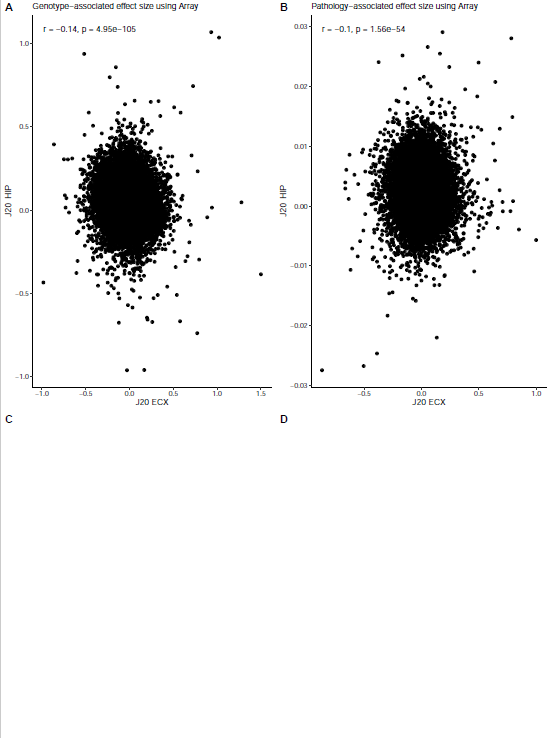
**

**Figure S13: Epigenetic age determined using epigenetic clock calibrated on mouse cortex.** Shown are scatter plots of the epigenetic age of the **(A)** rTg4510 entorhinal cortex (r = 0.89, P = 1.52E-14), **(B)** rTg4510 hippocampus (r = 0.87, P = 7.39E-14), **(C)** J20 entorhinal cortex (r = 0.81, P = 2.1E-10) and **(D)** J20 hippocampus (J20: r = 0.90, P = 4.65E-15). There is evidence for significantly accelerated epigenetic age in the hippocampus in rTg4510 TG mice.

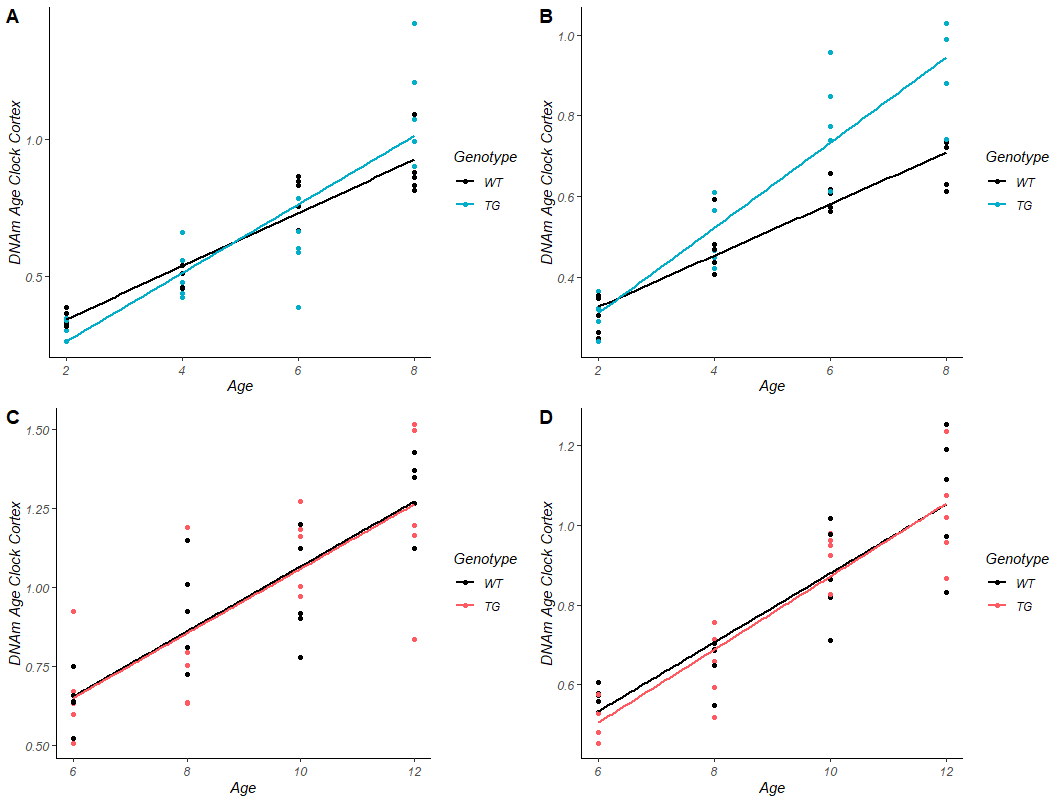

**Figure S14: DNA methylation differences annotated to *Prdm16/PRDM16* in both rTg4510 ECX and J20 ECX.** Shown are the gene tracks and differentially-methylated positions annotated to *Prdm16* **(i)** between WT and rTg4510 TG mice (chr4:154640585, effect size = 1.42, FDR = 3.49E-2; chr4:154640557, effect size = 1.41, FDR = 3.97E-2; chr4:154346846, effect size = -1.42, FDR = 4.97E-2), and **(ii)** WT and J20 TG mice (chr4:154519364, effect size = 2.12, FDR = 3.86E-2). Black, blue and red dots refer to WT, rTg4510 TG, J20 TG respectively, and lines on the tracks refer to the location of CpG sites.

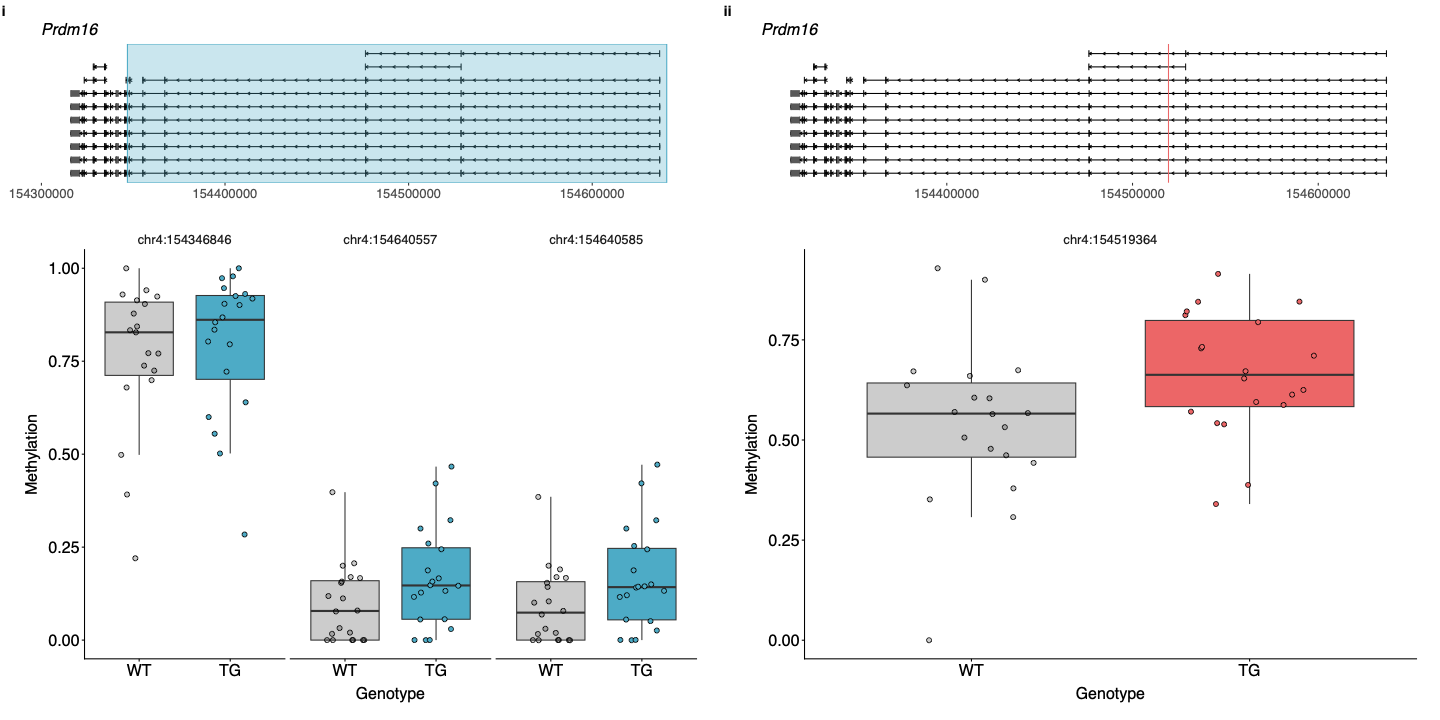

**Supplementary Data Legends**

**Data S1. Overview of samples used in this study**Neuropathology (columns F and G) refers to immunohistochemistry data from Castanho et al. 2020 (J20 amyloid, rTg4510 tau) where the burden of tau or amyloid neuropathology is expressed as a percentage affected of each brain area.

**Data S2. Site-specific entorhinal cortex DNA methylation results for rTg4510 mice**Tabulated are sites identified as significantly differentially methylated (FDR < 0.05) in analyses of either genotype, pathology or interaction (genotype x age) effects.

**Data S3. Entorhinal cortex gene expression results for genotype-associated DMPs in rTg4510 mice**

**Data S4. Functional enrichment analyses of significant genes annotated to DMPs associated with rTg4510 and J20 genotype**Tabulated are the results from functional enrichment analysis of the differentially methylated sites associated with tau and amyloid pathology in the rTg4510 and J20 entorhinal cortex respectively.

**Data S5. Site-specific entorhinal cortex DNA methylation results for J20 mice.**Tabulated are sites identified as significantly differentially methylated (FDR < 0.05) in analyses of either genotype, pathology or interaction (genotype x age) effects.

**Data S6. Entorhinal cortex gene expression results for genotype-associated DMPs in J20 mice**

**Data S7. Overlapping entorhinal cortex genotype-associated DMPs in rTg4510 and J20

Data S8. Differentially methylated sites associated with genotype and levels of tau pathology in rTg4510 hippocampus**Tabulated are the sites at which DNA methylation is significantly associated (FDR < 0.05) with either genotype or levels of tau pathology in rTg4510 hippocampus tissue. Also highlighted are sites where DNA methylation is significantly associated (FDR < 0.05) with genotype and pathology in matched entorhinal cortex (ECX) samples.

**Data S9. Differentially methylated sites associated with genotype and levels of amyloid-beta pathology in J20 hippocampus**Tabulated are the sites at which DNA methylation is significantly associated (FDR < 0.05) with either genotype or levels of Aβ pathology in J20 hippocampus tissue. Also highlighted are sites where DNA methylation is significantly associated (FDR < 0.05) with genotype and pathology in matched entorhinal cortex (ECX) samples..

**Data S10. Comparison of DNA methylation differences associated with human AD-associated pathology and tau pathology in rTg4510 cortex**This table lists genes annotated to CpG sites showing significant differential DNA methylation (FDR < 0.05) in the cortex of rTg4510 mice. Included are sites associated with (i) differences between rTg4510 transgenic (TG) and wild-type (WT) mice (genotype effect), and (ii) levels of tau pathology within rTg4510 TG mice. The HumanTauPathology column is marked TRUE for genes that were also annotated to sites associated with significant tau pathology–related differential methylation in human post-mortem cortex, as measured by Braak stage. Human tau-associated differentially methylated positions (DMPs) were obtained from a cross-cortical meta-analysis and met Bonferroni-corrected significance (P < 1.24E-07)^1^.

**Data S11. Comparison of DNA methylation differences associated with human AD-associated pathology and amyoid-beta pathology in J20**This table lists genes annotated to CpG sites showing significant differential DNA methylation (FDR < 0.05) in the cortex of J20 mice. Included are sites associated with (i) differences between J20 transgenic (TG) and wild-type (WT) mice (genotype effect), and (ii) levels of amyloid pathology within rTg4510 TG mice. The HumanAmyloidPathology column is marked TRUE for genes that were also annotated to sites associated with significant amyloid pathology–related differential methylation in human post-mortem cortex, as measured by Thal phase. Human differentially methylated positions (DMPs) were obtained from a cross-cortical meta-analysis and met Bonferroni-corrected significance (P < 1.24E-07)^1^. **References**

1. [Shireby, G. *et al.* DNA methylation signatures of Alzheimer’s disease neuropathology in the cortex are primarily driven by variation in non-neuronal cell-types. *Nat. Commun.* **13**, 1–14 (2022).](http://paperpile.com/b/OXFC6h/dUxQ)

How the deposited data were processed for this re-analysis (not part of the article)

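DNA methylation values from RRBS of the entorhinal cortex were analysed for 61 rTg4510 mice (31 WT and 30 TG, at 2, 4, 6 and 8 months) and 63 J20 mice (32 WT and 31 TG, at 6, 8, 10 and 12 months), with 7 or 8 mice in each group of model, genotype and age. Genotype and age were taken from the sample records, and each mouse is 1 sample. Raw read numbers and the immunohistochemistry values for the entorhinal cortex were read from Data S1. The mice were joined to Data S1 by an animal number inferred from the sample labels, and every join gave an animal of the same model, genotype and age.

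The deposited values are methylation fractions between 0 and 1 for each cytosine in each mouse, which the authors made by trimming reads with Trim Galore, aligning them to GRCm38 with Bismark and Bowtie2, filtering sites on coverage and smoothing with BiSeq, as the paper's methods state. The paper also describes a merge of both strands of each CpG. The values analysed here list the strands separately, so the merge was done here. Each position was looked up in the reference genome, the values at the C and the G of a CpG were averaged, and entries at neither (501 in rTg4510 and 1298 in J20 mice) were left out. This gave 1558888 and 1582443 CpG sites. Values of exactly 0 or 1, which made up 18.1% of the rTg4510 and 20.2% of the J20 values, were set to the smallest value above 0 and the largest value below 1 for the beta regression and for limma. The smallest value above 0 was 1.49e-05 in rTg4510 and 9.16e-06 in J20 mice, which lies far out on the log2 scale of limma. How far this lowers the number of sites limma calls was not tested.

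Reads per mouse averaged 40.4 M (SD 6.16, from 27.3 to 54.7) in rTg4510 and 42.4 M (SD 7.24, from 27.4 to 64.95) in J20 mice. Reads per site were not analysed here, so no interval for a single fraction could be computed, and precision rests on the spread between mice. The median SD of a site over mice was a fraction of 0.0461 in rTg4510 and 0.0361 in J20 mice.

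Each site was fitted by beta regression with a probit link and constant precision by maximum likelihood, in Python (version 3.11.15) with numpy (2.4.6), scipy (1.17.1) and numba (0.67.0). Genotype effects are the Wald test of genotype in a model with genotype, age in months and their interaction. Age was not centred, so the coefficient applies at an age of 0 months. The paper does not state the link or the coding of age, and both were inferred from the effect sizes listed in its supplementary tables. Interaction effects are the likelihood ratio test against the model without the interaction. Pathology effects are the likelihood ratio test of pathology alone over all WT and TG mice with an entorhinal cortex value. P-values were adjusted by the Benjamini-Hochberg method over all sites tested in a model, and sites with an FDR below 0.05 were called. Hypermethylated shares were tested by the exact binomial test over sites and over regions of called sites at most 100 bp apart. Effects in the mouse models were compared by Pearson correlation across sites, with a standard error from leaving out each chromosome in turn. Sites of a gene were combined by Empirical Brown's method.

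Sites named in the text follow a rule set beforehand. They are every RRBS site of the entorhinal cortex whose position the paper's text, legends or Supplementary Figs. S3, S4, S7 and S14 give, the sites of Data S7, and for each test and model the 5 sites with the smallest p, 1 per region. Outside that rule, sites called in both models and the positions of Prdm16 in Data S10 and S11 that the paper's text does not give were named after their values were seen. At each named site TG and WT means were compared by a two-sided permutation test with genotype permuted within age (100000 resamples, smallest p 1e-05). Pearson and Spearman correlations with pathology were computed within TG mice, with permutation tests and again without the 2 mice whose pathology was farthest from the median. After the results were seen, Pearson correlations were also computed with the mean of each age removed, with values permuted within age. Each kind of test was adjusted over 81 tests. Sites were placed in genes with the GENCODE annotation of GRCm38.

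Data S2 and S5 were read only in part, the first 1731 and 1779 entries, and no overlap or enrichment test was run on them. They were used to look up the positions of sites and to compare effect sizes at single sites. Data S7, S10 and S11 were read in full.

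Alternatives tried for the genotype, interaction and pathology tests were an additive model, age centred on its mean, a logit link, the likelihood ratio or Wald test, limma (version 3.58.1, R 4.3.3) on log2 ratios of methylated to unmethylated fractions, the letter of the sample code as a block (replicate block), values squeezed away from 0 and 1, sites with an SD of at least 0.02, and sites with a value in every mouse. For pathology they were also TG mice alone, genotype as a covariate, log2 pathology with an offset of 0.01, and leaving out the 2 mice with the highest pathology. Chosen after seeing the data were the strands kept apart, the mean methylation of each mouse as a covariate, the Wald test of pathology, the combination of FDR values by Brown's method, and the RefSeq annotation. No alternative coverage minimum was tried.

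The fits were tested on simulated data with 20000 sites per model, of which 200 carried an effect of 1 on the probit scale, between genotypes, over the range of ages in TG mice or over the range of pathology. For genotype, interaction and pathology the beta regression called 30.5%, 29.0% and 49.5% of the changed sites with the rTg4510 design, and 4.0%, 23.0% and 24.5% with the J20 design. False calls made up 14.1%, 4.92% and 2.94% of the calls with the rTg4510 design, and 38.5%, 8.0% and 7.55% with the J20 design. limma called 17.0%, 26.5% and 54.0% of the changed sites with the rTg4510 design. With the J20 design it called 24.5% for the interaction and 32.0% for pathology, while for genotype it called 0 of the 200 changed sites and 4.90% of the unchanged sites had an unadjusted p under 0.05. Coefficients were checked against statsmodels (0.14.6) and differed by at most 3.6e-05 standard errors.

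For each genome-wide count, 100 splits of the mice, the real one included, were compared at every 25th site. For genotype and interaction, genotype was permuted among mice of the same age, and for pathology the pathology values were permuted among mice. The share of positive effects was compared with the same splits after the results were seen. In splits chosen after seeing the results, with the replicate block in the fits, genotype was swapped between the WT and TG mouse of a letter and age, and pathology values were permuted among mice of a letter. Array data, the hippocampus, the epigenetic clock, cell-type estimates, gene expression, pyrosequencing and pathway analysis were not analysed here.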

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

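The comparison of coefficients between the models and the correlations with the mean of each age removed were chosen only after the results at these sites were seen, and the other tests of this part were not.

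Raw read numbers of 4 mice lay far from the others of their group. In rTg4510 mice these were mouse Q17 (WT, 6 months) with 50275173 reads against 32409819 to 38530263 in the 7 other mice, and mouse Q20 (TG, 8 months) with 48601365 reads against 36323361 to 40999006. In J20 mice they were B17 (WT, 8 months) with 49610068 reads against 35844216 to 42223210, and G17 (WT, 10 months) with 57101780 reads against 39363414 to 44405313. All 4 had more reads than their group. Over 48 groups tested for mean methylation, reads or pathology, 7 had a mouse this far from the others, where chance gives about 5% of groups. Mean reads of TG and WT mice were close (permutation p of 0.827 in rTg4510 and 0.450 in J20 mice), so a difference in depth between genotypes was not found. Uneven pooling of libraries was not tested, and no biological explanation was tested.

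Pathology values of 3 mice lay far from their group. They were T19 (rTg4510 WT, 6 months) at 0.00487 against 3.3e-05 to 0.002 in the other mice, T18 (rTg4510 TG, 4 months) at 17.0 against 5.41 to 9.48, and A23 (J20 WT, 12 months) at 0.0019 against 0 in each of the 7 other mice. The WT values are small beside the means of TG mice (9.82 in rTg4510 and 0.191 in J20 mice). The value of T18 lies above those of other TG mice of its age, which could reflect an early course of pathology in that mouse or staining or section differences, and neither was tested. Leaving out the 2 mice with the highest pathology lowered the count of sites associated with tau pathology from 3611 to 257. T18 was not left out on its own.

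Genotype coefficients at the sites of Data S7 had opposite signs in the models at 5 sites. These sites had been selected as called in both models with opposite signs, so a large difference follows from that selection and no p-value is given for it. At the Nynrin site (chromosome 14, position 55863334) the coefficient in rTg4510 minus that in J20 mice was 4.27. At the 4 Satb1 sites of Data S7 (chromosome 17, positions 51832493, 51832501, 51832506 and 51832511) it was -2.048, -2.054, -2.06 and -2.14. These are coefficients at an age of 0 months, outside the range of ages in either model. At the mean age the coefficients at Satb1 51832493 were -0.0171 in rTg4510 and -0.0667 in J20 mice, and those at Nynrin 0.166 and -0.221, all much closer to 0. Mean DNAm at the Satb1 sites was between 0.9955% and 1.71% and differed by less than 1 percentage point between TG and WT mice. At 51832493 the mean was lower in TG than in WT mice at 2 and 4 months in rTg4510 mice, and at 12 months in J20 mice. At 6 and 8 months, the ages present in both models, it was higher in TG mice in both. The interaction was called at the 4 sites in J20 mice (FDR from 0.0395 to 0.0410) and not in rTg4510 mice (FDR from 0.0614 to 0.105). For the Satb1 sites the extrapolation to an age of 0 is a candidate explanation of the opposite signs. At Nynrin the mean levels over all ages differed by 6.07 points in rTg4510 mice, within the spread between mice (permutation test, p = 0.108), and by -11.5 points in J20 mice. At the ages present in both models the signs were opposite at 6 months and the same at 8 months. At 6 months the TG and WT means were 85.8% ± 10.8 (SD, n = 7) and 79.5% ± 20.9 (SD, n = 8) in rTg4510 and 68.97% ± 13.26 and 96.2% ± 7.66 (SD, n = 8 each) in J20 mice, and at 8 months 69.6% ± 14.5 (SD, n = 7) and 82.1% ± 13.7 (SD, n = 8) in rTg4510 and 72.7% ± 22.2 (SD, n = 7) and 86.7% ± 16.1 (SD, n = 8) in J20 mice. Opposite signs within the range of ages are therefore not established. The models differ in transgene and in age, and these biological explanations were not tested.

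Effects of genotype that changed with age were found at Nutf2 in J20 mice (-0.238 per month at chromosome 8 position 105860986, FDR = 0.000207), Creb3l4 in rTg4510 mice (0.421 per month, FDR = 0.0192), Tenm2 in J20 mice (-0.296 per month at position 36439358, FDR = 0.0155), Zmiz1 in J20 mice (-0.170 per month at position 25456832, FDR = 0.03845) and Tspan14 in J20 mice (0.161 per month, FDR = 0.0395). At Nutf2 and Creb3l4 the interaction kept an FDR below 0.05 with the Wald test, the logit link and the replicate block, and lost it with limma and with squeezed values (at Nutf2 the coefficient was -1.69 with limma, on its own scale, and -0.108 with squeezed values). How values near 0 or 1 are handled may decide whether such sites pass. Of 100 splits of the mice, the real one included, 32 in rTg4510 and 24 in J20 mice gave at least as many interaction sites as the real split. Chance can thus not be excluded for the number of such sites. Progression of pathology in TG mice is a biological explanation. Pathology rises with age in rTg4510 TG mice (mean 2.59 at 2 months and 16.7 at 8 months), so a correlation over mice of all ages would repeat the trend with age. With the mean of each age removed, Pearson correlations with pathology within TG mice were 0.311 at Creb3l4 (permutation within age, p = 0.1675), -0.320 at Nutf2 (permutation p = 0.123), -0.231 at Tenm2 (permutation p = 0.261), -0.0283 at Zmiz1 (permutation p = 0.920) and -0.153 at Tspan14 (permutation p = 0.470). After adjustment over 81 tests, p was 0.528 at the first 3, 0.948 at Zmiz1 and 0.646 at Tspan14. An association with pathology apart from age was therefore not found, and with 29 mice it is not excluded. Levels also moved with age in WT mice, at Creb3l4 from a mean of 67.9% at 2 months to 34.2% at 8 months, so an explanation by TG mice alone does not cover the interaction there.

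Differences between TG and WT mice were also found at sites outside those the paper discusses. These are among the 5 sites with the smallest genotype p in their model, so a further test of the same difference in the same mice is fixed by that choice and none is given. They were picked from those 5 because their mean levels also differed beyond the spread between mice. The J20 sites Tas2r106, Cmtm4 and Gm26766, also among the 5, had differences over all ages of 0.175, -2.18 and 6.21 points, within the spread between mice, and at Tas2r106 and Cmtm4 these had the opposite sign to the coefficient (-2.28 and 2.91). The FDRs below are adjusted over all sites tested and apply at an age of 0. At Gm30948 (chromosome 12, position 115283602) in rTg4510 mice, DNAm was 0.930% in WT and 67.6% in TG mice, a difference of 66.7 percentage points (FDR = 1.4e-15). Upstream of Gm19418 (chromosome 5, position 87231917) it rose from 76.6% to 97.4%, by 20.8 points (FDR = 3.6e-05). At Ano6 (chromosome 15, position 95784212) it fell from 91.5% to 83.5%, a difference of -7.96 points (FDR = 9.8e-05). At Gm12495 in J20 mice (chromosome 4, position 53295256) it rose from 63.15% to 81.1%, by 17.9 points (FDR = 0.000754). That difference shrank with age and changed sign at the last age (interaction FDR = 0.0294). Means were 80.96% ± 18.4 (SD, n = 8) in TG and 38.65% ± 33.3 (SD, n = 8) in WT mice at 6 months, 84.9% ± 23.6 (SD, n = 7) and 43.55% ± 22.2 (SD, n = 7) at 8 months, 81.96% ± 17.2 (SD, n = 8) and 78.2% ± 15.75 (SD, n = 8) at 10 months, and 77.1% ± 15.3 (SD, n = 8) and 89.8% ± 12.3 (SD, n = 8) at 12 months. The Gm30948, Gm19418 and Gm12495 effects were called at the mean age as well, with coefficients of 2.70, 1.42 and 0.766, and the Gm30948 effect also with limma. The Ano6 effect was not called at the mean age (coefficient -0.380). Its difference closed with age (interaction FDR = 0.0312), from 94.3% ± 5.18 (SD, n = 7) in WT and 77.5% ± 7.08 (SD, n = 8) in TG mice at 2 months to 89.8% ± 6.73 (SD, n = 8) and 89.1% ± 8.54 (SD, n = 7) at 8 months. At Gm30948 the lowest TG mouse had 20.0% and the highest WT mouse 14.3%, so this site separated TG from WT mice in every mouse with a value, which argues against a swapped genotype label. The mean in TG mice was already 65.05% ± 9.90 (SD, n = 8) at 2 months, and the association with tau pathology there was not called within TG mice alone (coefficient 0.01725). A sequence variant carried with the transgene, or an effect of its insertion, could give a difference present from the youngest age, and neither was tested. Gm30948 lies on chromosome 12, as does the Ptprn2 site at position 116641363. The paper counts Ptprn2 among the genes that the CaMKIIα-tTA insertion is known to affect. Whether reads from similar sequences elsewhere in the genome contribute was not tested. A biological effect of tau on the 3 sites in rTg4510 mice, and of Aβ on the site in J20 mice, also stays open.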

How the results depend on the processing

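The alternatives were set before the data were examined, apart from the Wald test of pathology, the strands kept apart, the mean methylation of each mouse as a covariate, the RefSeq annotation and the combination of FDR values, which were chosen after seeing the data. Unless a value shows it, the cause was not tested.

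In rTg4510 mice the 1615 genotype DMPs became 3875 with the additive model and 4893 with age centred on its mean, both of which put the effect within the range of ages. The count was 970 with the logit link, 80 with the likelihood ratio test, 31 with squeezed values, and 1 with limma. With the replicate block it was 7949, and 1565 of the DMPs found without the block remained. With mean methylation as a covariate it was 2695. It stayed within 1.5 times 1615 with the SD filter (1802), sites with a value in every mouse (1339) and the strands kept apart (1973). The hypermethylated share of 60.25% stayed on the hypermethylated side, from 56.4% to 71.25%, under those alternatives except limma, where the only DMP was hypermethylated (100.0%, not tested as different from chance), and mean methylation as a covariate, where it reversed to 37.7% (45.7% of regions). That covariate takes out the average difference between TG and WT mice, so a lower share is largely built in.

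In J20 mice the 3110 genotype DMPs became 834 with the likelihood ratio test, 2061 with the SD filter, and 8583 with the replicate block. limma called 0 (81161 sites at an unadjusted p under 0.05), and squeezed values gave 0 (78952 sites at an unadjusted p under 0.05). Under the 6 other alternatives the count lay between 2089 and 4263. The hypermethylated share lay between 58.35% and 72.9% under all alternatives that called a DMP, so limma and squeezed values have no share.

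The 3611 sites associated with tau pathology became 567 on the log2 scale, 257 without the 2 mice with the highest pathology, 125 with squeezed values, 5 with limma, 8606 with the replicate block, and 6455 with the Wald test. The 834 sites associated with amyloid pathology became 26 in TG mice alone, 178 with genotype as a covariate, 1725 on the log2 scale, 5192 without the 2 mice with the highest pathology, 215 with limma, 8 with squeezed values, 398 with the SD filter, 2555 with the Wald test, and 1420 with the strands kept apart. With TG mice alone fewer mice were fitted. The share of positive effects of tau pathology, 61.8%, fell to 40.1% with mean methylation as a covariate, and that of amyloid pathology, 23.7%, rose to 54.0% with the replicate block, where 565 sites were called. Over regions of neighbouring sites these shares moved from 69.9% to 45.3% and from 32.5% to 64.1%, so the direction for amyloid pathology reversed under the block. Under the other alternatives the first lay between 51.4% and 90.4% and the second between 20.9% and 46.2%.

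The 155 interaction sites in rTg4510 mice became 1691 with the Wald test, 798 with the replicate block, and 434 with mean methylation as a covariate. limma called 0 (68417 sites at an unadjusted p under 0.05) and squeezed values gave 0 (62876 at an unadjusted p under 0.05). The 950 in J20 mice became 2870 with the Wald test, 424 with the SD filter, 1428 with the strands kept apart, and 1441 with mean methylation as a covariate, while limma called 0 (79892 at an unadjusted p under 0.05) and squeezed values gave 0 (70079 at an unadjusted p under 0.05). Sites that passed both the pathology and interaction tests numbered 14 in rTg4510 mice and 89 with the Wald test for both. In J20 mice they numbered 3, then 5 with the Wald test of pathology and 46 with the Wald test for both.

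The correlation of genotype effects between the models, 0.0272, was 0.042 (0.04205) with the additive model, 0.0418 with age centred and 0.0323 with the SD filter. That of pathology effects, 0.0432, was 0.0122 in TG mice alone and 0.0567 with the SD filter. It stayed positive and below 0.06 throughout. Genotype DMPs shared by the models rose from 9 to 19 with age centred.

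At single named sites, 717 values under alternatives comprised 460 with the same direction and side of the threshold, 241 that were no longer called, 4 newly called and 12 with the opposite sign. Those 12 arose only with the additive model or age centred, at Prdm16 (chromosome 4, position 154346846, 0.06565 and 0.0585), Nutf2 (chromosome 8, position 105861009, -0.0880 and -0.105) and, in J20 mice, Satb1 (chromosome 17), with -0.0542 and -0.0667 at 51832493, -0.0514 and -0.0640 at 51832501, -0.05185 and -0.0643 at 51832506, and -0.0527 and -0.0649 at 51832511. These settings move the effect from an age of 0 into the range of ages. The combined p of Nutf2 rose to 0.379 with age centred, and the mean effect changed sign.

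Reads per site were not analysed here, so a minimum coverage was not varied, and the precision of single fractions is unknown. The tests of raw reads have no alternative.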

Differences from the paper's values

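The paper's counts cover RRBS and array sites together, whereas the values here are from RRBS sites alone. The alternatives were set before the data were examined, except the Wald test of pathology, the Wald test of both effects, the mean methylation covariate, the strands kept apart and the combination of FDR values, which were chosen after the values were seen. Values are counted as different when one is over 1.5 times the other or, for effect sizes, when they lie apart by more than the standard error.

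The binomial p of the hypermethylated share was 1.7e-16 in rTg4510 mice where the paper gives 9.29E-5, and 2.0e-126 in J20 mice where the paper gives 1.11E-99. Under each pre-set alternative that gave a p both still differed, with the closest values 0.000183 for rTg4510 (likelihood ratio test) and 4.7e-91 for J20 (logit link).

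The paper's counts of pathology sites, and of sites passing both tests, include array sites. Lying within 1.5 times of them, or beyond, therefore does not settle how counts over RRBS sites alone compare. For sites associated with pathology, rTg4510 mice had 3611 against the paper's 7486. The replicate block gave 8606, which is within 1.5 times the paper's value, as is 6455 with the Wald test chosen after the values were seen. The other 9 pre-set alternatives differed (from 5 with limma to 4829 with the SD filter). J20 mice had 834 against the paper's 2136. The log2 scale gave 1725, within 1.5 times, as is 2555 with the Wald test chosen after the values were seen. The other 9 differed, from 8 with squeezed values to 5192 without the 2 mice with the highest pathology. Sites passing both the pathology and interaction tests numbered 14 in rTg4510 mice (the paper's value is 541) and 3 in J20 mice (the paper's value is 42). TG mice alone, the pre-set alternative, gave 16 and 2 and still differed. The Wald test of both effects, chosen after the values were seen, gave 89 and 46, of which 46 is within 1.5 times the paper's value.

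Combined p-values by Empirical Brown's method differed at 8 genes. For Prn/Prnp the value was 3.0e-15 (the paper's 7.00E-5), for Arsi 1.1e-12 (the paper's 4.64E-6), for As3mt 6.7e-10 (the paper's 3.46E-4), for Nutf2 2.6e-13 (the paper's 9.99E-6, from 4 sites, where 3 were found here), for Tenm2 1.1e-11 (the paper's 2.57E-4) and for Zmiz1 2.1e-07 (the paper's 8.07E-6), and at these 6 genes each pre-set alternative that gave a value still differed. Among these, the closest values were 2.4e-07 with squeezed values for Prn/Prnp, 3.5e-05 with limma for Arsi, 0.000214 with the additive model for As3mt, 4.6e-06 with limma for Nutf2, 2.3e-05 with limma for Tenm2, and 4.0e-05 with the replicate block for Zmiz1. For Creb3l4 the value was 9.4e-11 against the paper's 5.03E-05. limma gave 3.8e-05, within 1.5 times, and the other 8 pre-set alternatives differed. For Prmt8 it was 0.00188 against the paper's 9.56E-4. TG mice alone gave 0.000932, within 1.5 times, and the other 8 that gave a value differed. Combining FDR values instead of p-values, chosen after the values were seen, gave 4.9e-05 for Creb3l4, 0.000284 for As3mt and 0.000187 for Tenm2, each within 1.5 times the paper's value. For the 5 other genes it gave 0.000114 (Prn/Prnp), 2.8e-06 (Arsi), 1.6e-05 (Nutf2), 0.00594 (Zmiz1) and 0.452 (Prmt8), which still differed.

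The mean effect of pathology at Prmt8 was -0.398 where the paper gives -0.95, and the 6 pre-set alternatives on the same scale also differed, from -0.225 to -0.561. With the logit link, on its own scale, the 2 coefficients were -0.982 and -1.11, nearer to the paper's value, whereas the 7 other mean effects compared did not differ from the paper's on the probit scale. At the Ank1 site (chromosome 8, position 23023240) the FDR was 0.0280 where the paper gives 1.03E-02. Each pre-set alternative differed, with 0.00573 for the replicate block and 0.02305 for the SD filter the closest. At the Ptprn2 site (chromosome 12, position 116641363) the FDR was 0.168, where the paper's Data S2 lists 0.0348164. The additive model (7.1e-15) and age centred (3.3e-15) called this site, the 6 others that gave a value did not, and all 8 differed from the paper's value.

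Pathology FDRs at the Grk2 sites 4305267 and 4305262 were 7.9e-05 at both, where the paper gives 2.61E-14. At the Fgfr2 sites 130261095 and 130261108 they were 0.0192 and 0.0173, where the paper gives 1.10E-6 and 1.23E-6, and at the Ncam2 site 0.0181, where the paper gives 2.67E-5. At these 5 sites every pre-set alternative differed, and the lowest values were those without the 2 mice with the highest pathology, at 2.0e-09 for both Grk2 sites, 7.9e-05 and 7.5e-05 for the Fgfr2 sites and 0.00502 for the Ncam2 site. The Wald test, chosen after the values were seen, gave 9.4e-07 at the first Fgfr2 site and 1.9e-05 at the Ncam2 site, both within 1.5 times the paper's values. It gave 6.4e-07 at the second Fgfr2 site and 9.2e-15 and 1.3e-14 at the Grk2 sites, which differed.

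The paper names Ncam2 among sites significant for both pathology and the interaction. Here its interaction had FDR = 0.0958, and the Wald test of the interaction, set beforehand, called it (FDR = 0.0438). Prmt8 is also named there. Its 2 sites had pathology FDRs of 0.480 and 0.405 and interaction FDRs of 0.243 and 0.291, and 0 were called by the beta regression, with 2 at an unadjusted p under 0.05. No setting run called a Prmt8 site in either test, limma included. The paper lists 1700018B08Rik as a DMP of both models. In J20 mice it had FDR = 0.0537, and the replicate block (0.0235) and sites with a value in every mouse (0.0480) called it. Of the positions listed for pathology in Data S10 and S11, 37 of 91 and 8 of 30 were called, and the Wald test chosen after the values were seen called 75 and 27. The paper describes effect sizes in J20 mice as smaller than in rTg4510 mice. The median size of the genotype coefficient was 1.725 over the J20 and 1.225 over the rTg4510 DMPs at an age of 0. Over the sites called at the mean age, a set that shares few sites with these, it was 0.414 and 0.437, the order the paper describes, and the median difference in mean DNAm was also smaller in J20 mice, at 0.769 against 2.47 percentage points over the DMPs at an age of 0.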

Other observations

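The splits of the mice for the effect at the mean age and for the fits with the replicate block, the splits for the hypermethylated share, the tests of sample letters, and the comparison with the Wald test of pathology were chosen only after the result was seen, and mean methylation as a covariate was an alternative chosen after seeing the data.

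The number of called sites was compared with other splits of the same mice, at every 25th site (62356 sites in rTg4510 and 63298 in J20 mice) and at the largest p-value called over all sites. The real split gave 60 genotype sites in rTg4510 mice, and 62 of 100 splits, the real one included, gave at least as many (median of the others 64, from 31 to 205). In J20 mice it gave 127, and 50 of 100 splits gave as many (median of the others 126, from 95 to 308). For the interaction the real split gave 8 sites in rTg4510 mice, reached by 32 of 100 splits, and 44 in J20 mice, reached by 24. For pathology it gave 139 sites in rTg4510 mice, reached by 17 splits (median of the others 74), and 31 in J20 mice, reached by 82 (median of the others 59). For the genotype effect at the mean age it gave 200 in rTg4510 mice, reached by 15 splits (median of the others 148), and 106 in J20 mice, reached by 73 (median of the others 116). These splits ignored the letter of the sample code and used fits without the block. Chance cannot be excluded for any of these 8 counts. In simulated data with independent sites, 4.75% to 5.43% of unchanged sites had an unadjusted p under 0.05. Whether correlated sites, sets of mice or values outside the fitted distribution give the other splits their counts was not tested. The hypermethylated share was compared with the same splits, since a binomial test counts sites measured in the same mice as independent. At these sites it was 63.3% for genotype in rTg4510 mice, and 68 of 100 splits gave a share as far from 50% (others from 6.83% to 91.2%). In J20 mice it was 64.6%, and 45 of 100 splits gave such a share (others from 22.1% to 86.7%). Chance can thus not be excluded for the excess of hypermethylated DMPs in either model. For pathology, also compared after the results were seen, the share of positive effects at these sites was 56.8% in rTg4510 mice. There 81 of 100 splits gave a share as far from 50%. In J20 mice it was 22.6%, and 45 of 100 splits gave such a share. Chance can therefore not be excluded for the balance of pathology effects either.

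Splits that keep the letters were also compared, with the replicate block in the fits. Genotype was swapped between the WT and TG mouse of a letter and age (28 pairs in rTg4510 and 29 in J20 mice), and pathology values were permuted among mice of a letter. For genotype the real split gave 311 sites in rTg4510 mice, reached by 10 of 100 splits (median of the others 264), and 359 in J20 mice, reached by 15 (median 316). For the interaction it gave 33 in rTg4510 mice, reached by 14 splits, and 56 in J20 mice, reached by 5. For pathology it gave 348 in rTg4510 mice, reached by 1 of 100, the real split itself (others from 128 to 333), and 23 in J20 mice, reached by 63. Under this block the real count for tau pathology thus lay above every other split, and chance cannot be excluded for the other 5 counts. A share of 1 of 100 is the smallest that 100 splits can give, and these splits were chosen after the results were seen. Without the block, 17 of 100 splits reached the tau pathology count. Chance is therefore less likely, but not excluded, for the tau pathology count under the block. Pathology differs between WT and TG mice and with age, so this count does not separate pathology from genotype or age.

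Mean methylation over sites with a value in every mouse was 24.6% ± 1.23 (SD, n = 31) in WT and 25.1% ± 0.698 (SD, n = 30) in TG rTg4510 mice, a difference of 0.453 points (permutation test, p = 0.0761), and 21.3% ± 1.05 (SD, n = 32) and 21.7% ± 0.793 (SD, n = 31) in J20 mice, a difference of 0.390 points (permutation test, p = 0.0807). The lowest levels in rTg4510 mice were those of P23 (20.6%) and T23 (21.6%), both WT at 2 months. The next was 23.1%, in T17 (WT, 4 months). No fit was run without P23 and T23. Their part in the rTg4510 difference, and in genotype effects at an age of 0, is therefore unknown. A hypothesis was that the overall methylation level of single mice gives the excess of hypermethylated DMPs. With mean methylation as a covariate the share of hypermethylated DMPs was 37.7% over sites and 45.7% over regions of neighbouring sites in rTg4510 mice, against 60.25% and 68.2% without it. In J20 mice it was 60.2% over sites and 53.9% over regions, against 71.1% and 70.05%. The covariate is the mean over the same sites, so it takes out an average difference between TG and WT mice whatever its cause. A lower share is therefore largely built in, and overall level cannot be told apart from an effect of genotype on many sites in either model. With this covariate 1288 of the 1615 rTg4510 DMPs and 2452 of the 3110 J20 DMPs remained. A difference in overall level could itself be technical (conversion or smoothing) or biological, and neither was tested here.

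More DMPs were called with the letter of the sample code as a block. A hypothesis was that mice that share a letter were processed together. After removal of the group means, methylation of mice sharing a letter was more correlated than that of other mice, with a mean r of 0.0265 over 197 pairs against -0.00343 over 1430 pairs in rTg4510 mice (permutation of the letters, p = 5e-05, the smallest it can give), and 0.0106 over 187 pairs against -0.00121 over 1549 pairs in J20 mice (permutation of the letters, p = 0.00125). Letters may thus mark mice that were handled, housed or processed together, and the values do not separate these. With the replicate block 1565 of the 1615 rTg4510 DMPs and 2824 of the 3110 J20 DMPs were called.

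Coefficients were compared with those the paper lists for RRBS sites, over the part of Data S2 (1731 entries) and Data S5 (1779 entries) analysed here. Over 1093 rTg4510 and 966 J20 genotype entries the median ratio of coefficients was 0.999 and 1.001, with the same direction at all of them, and over 442 and 782 pathology entries it was 0.999 and 1.0. For pathology the median distance of log10 p from the listed value was 0.0630 and 0.116 with the Wald test, and 0.637 and 1.10 with the likelihood ratio test. Of the RRBS entries shown, 6 of 1516 and 19 of 1764 were at positions absent from the sites analysed here.

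On chromosome Y 213 sites had values in the female J20 mice, and 6 of them were genotype DMPs at an age of 0. With age centred on its mean these 6 were not called. In rTg4510 mice 283 sites on chromosome Y had values, of which 0 were genotype DMPs at an age of 0 and 1 was called with age centred. No explanation was tested.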
